# A Short Indel-Lacking-Resistance Gene Triggers Silencing of the Photosynthetic Machinery Components Through TYLCSV-Associated Endogenous siRNAs in Tomato

**DOI:** 10.3389/fpls.2018.01470

**Published:** 2018-10-11

**Authors:** Michela Chiumenti, Claudia Rita Catacchio, Laura Miozzi, Walter Pirovano, Mario Ventura, Vitantonio Pantaleo

**Keywords:** functional indels, miRNA-mediated regulation, secondary siRNAs, viral symptoms, NBS-LRR clade

## Abstract

Plant viruses modify gene expression in infected tissues by altering the micro (mi)RNA-mediated regulation of genes. Among conserved miRNA targets there are transcripts coding for transcription factors, RNA silencing core, and disease-resistance proteins. Paralogs in these gene families are widely present in plant genomes and are known to respond differently to miRNA-mediated regulation during plant virus infections. Using genome-wide approaches applied to *Solanum lycopersicum* infected by a nuclear-replicating virus, we highlighted miRNA-mediated cleavage events that could not be revealed in virus-free systems. Among them we confirmed miR6024 targeting and cleavage of RX-coiled-coil (RX-CC), nucleotide binding site (NBS), leucine-rich (LRR) mRNA. Cleavage of paralogs was associated with short indels close to the target sites, indicating a general functional significance of indels in fine-tuning gene expression in plant–virus interaction. miR6024-mediated cleavage, uniquely in virus-infected tissues, triggers the production of several 21–22 nt secondary siRNAs. These secondary siRNAs, rather than being involved in the cascade regulation of other NBS–LRR paralogs, explained cleavages of several mRNAs annotated as defence-related proteins and components of the photosynthetic machinery. Outputs of these data explain part of the phenotype plasticity in plants, including the appearance of yellowing symptoms in the viral pathosystem.

## Introduction

RNA silencing refers to conserved pathways affecting gene expression through negative regulation mediated by non-coding RNAs, such as short interfering (si)RNAs. In plants, micro (mi)RNA comprises one of the most abundant classes of 21- to 24-nucleotide (nt)-long small RNAs that mediate post-transcriptional regulation of endogenous messenger (m)RNAs (Bartel, 2004). The biogenesis and activity of plant miRNAs are regulated by DICER-LIKE1 (DCL1) and Argonaute1 (AGO1), respectively. miRNAs function as a guide by base-pairing with their target RNAs, whereas AGO1 [mainly, but not exclusively (Adenot et al., 2006)] plays a role as effector, recruiting factors that induce mRNA translational repression and/or mRNA cleavage (Bartel, 2004; Voinnet, 2009; Iwakawa and Tomari, 2013). The 3′- and 5′-cleavage remnants of targeted mRNAs can be detected either by Northern blot analysis or rapid amplification of cDNA ends (RACE). The 5′-uncapped fragments detected by 5′RACE correspond to cleavage between the 10th and 11th nucleotides of miRNA/target site pairs. A genome-wide 5′-RACE analysis using next-generation sequencing, commonly known as parallel analysis of RNA ends (PARE), has been developed and used in plants for miRNA discovery and target validation (Addo-Quaye et al., 2008; German et al., 2008).

miRNAs may also initiate regulatory cascades that have a massive effect on the regulation of gene expression, reinforcing miRNA activity and ensuring gene expression homeostasis of large gene families. These cascades involve secondary siRNAs that associate with AGO proteins, similarly to miRNAs. Secondary siRNAs arise predominantly from RNAs that are targeted and cleaved by 22-nt- (Cuperus et al., 2010) or, if containing two target sites, 21-nt-miRNAs (Axtell et al., 2006). In the former case, the 22-nt miRNA duplex induces a conformational change in the AGO1 protein that allows the RNA-induced silencing complex (RISC) to recruit an RNA-dependent RNA polymerase (RDR6) and other components necessary for secondary siRNA production (Yoshikawa et al., 2005; Manavella et al., 2012). RDR6 converts the targeted RNA into long, double-stranded RNA which is then processed by Dicer-like protein 4 (DCL4) into secondary siRNAs mainly in a 21-nt-phased register starting from the miRNA cleavage site (Chen et al., 2007). The biogenesis of secondary siRNAs extends toward regions upstream or downstream of the initial target site, and the extension in the 5′- to 3′-direction is frequently observed (Aregger et al., 2012). Bioinformatics and molecular biology studies have shown that secondary siRNAs originate from non-coding, transacting siRNA loci such as those discovered at first in Arabidopsis (Peragine et al., 2004; Vazquez et al., 2004). In addition, secondary siRNAs also originate from coding genes of pentatricopeptide (Howell et al., 2007), auxin receptors (Si-Ammour et al., 2011; Windels and Vazquez, 2011), and NBS–LRR clades (Shivaprasad et al., 2012). These secondary siRNAs were shown to have roles in the expression of genes belonging to the same gene families since they can target paralogs in homologous regions.

Plant virus infections often result in onset of symptoms that are reconcilable with virus-induced alterations of RNA silencing-based endogenous pathways, due to: (i) the direct activity of viral silencing suppressors on endogenous sRNAs or on silencing related effectors (Csorba et al., 2015); (ii) the abundance of virus-deriving (v)-siRNAs in competition with endogenous sRNAs; (iii) the action of specific v-siRNAs entering into RNA silencing complexes and targeting specific host genes (Shimura and Pantaleo, 2011; Miozzi et al., 2013a); and (iv) potential functionalities of endogenous siRNAs triggered by viral infections (i.e., va-siRNAs, Cao et al., 2014). Tomato yellow leaf curl Sardinia virus (TYLCSV) is a *Begomoviru*s of the family *Geminiviridae*. Geminiviruses are circular single-stranded (ss)DNA viruses forming mini-chromosomes associated with cellular histones and are transcribed and replicated in the nucleus through dsDNA intermediates (Rojas et al., 2005; Brown et al., 2012). Geminiviruses encode viral suppressors of RNA silencing that are known to interfere either with DNA methylation (Buchmann et al., 2009; Yang et al., 2011; Zhang et al., 2011) or with the biogenesis of RDR6-dependent secondary siRNAs (Glick et al., 2008). Geminiviruses belonging to the *Begomovirus* genus have been extensively studied for their capacity to alter the accumulation of specific conserved miRNAs in infected tissues, resulting in the modification of the translation landscape of genes involved in the development of plants (Naqvi et al., 2010; Amin et al., 2011). TYLCSV induces specific systemic yellowing in tomato through a mechanism that has yet to be fully characterized.

Plant miRNA targets fall within gene families whose members have largely redundant functions and are mostly present in plant genomes in several copies. Whole genome duplication is a significant aspect in the evolution of eukaryotes, and evidence shows that most, if not all, angiosperms have undergone at least one ancient genome-doubling event in their evolutionary history (Vanneste et al., 2014). As such, many paralogs show divergence in gene structure, expression pattern, and function. Furthermore, two paralogs may diverge in their miRNA binding sites and surroundings, which may impact their fine expression and function (Wang and Adams, 2015). Recently, it has been shown that *Nicotiana benthamiana* possesses two functional *NbAGO1*-like paralogs. One 18-nt-long insertion/deletion (indel), which is located in the immediate vicinity of the miR168 target site, considerably affects the miR168-guided, post-transcriptional regulation of *NbAGO1* mRNAs. The indel effect is underpinned under conditions of viral infection. Indeed, *NbAGO1* homeologs are redundantly involved in their susceptibility to viral infection but are divergently involved in the phenotype associated with the infection (Gursinsky et al., 2015).

In this report, we diagnosed miRNA-mediated cleaved transcripts in both healthy and virus-infected plants through PARE. We integrated the experimental data with publicly available annotations and gained insight into the parallel evolution of gene families and their miRNA-mediated transcriptional regulation. We focused our attention on those targets of conserved miRNAs (i.e., those commonly shared among flowering plants) that were exclusively revealed in virus-infected plants and identified their closest evolutionary paralogs. Concerning the capacity to reveal the miR168-mediated cleavage of a longer *sly-AGO1* transcript (containing a 21-nt indel downstream the miRNA target site), we found that geminivirus infection in tomato parallels previous observations in tombusvirus-*N. benthamiana* (Gursinsky et al., 2015). Similarly, we revealed several cases of duplicated genes that are distinguished by 3-nt to 49-nt indels close to miRNA recognition sites and, in most cases, only paralogs lacking the indel were cleaved, being *bona fide* more vulnerable to miRNA-mediated cleavage. Within specific targets, our study revealed that one mRNA transcript coding for a CC–NBS–LRR protein holds both the miR482 and miR6024 target sites, which overlap to some extent. By mRNA-seq and PARE analysis we found that the transcript is significantly down-regulated and cleaved only in virus-infected plant tissues. Moreover, 21- to 22-nt-long secondary siRNAs were found associated with it either in a phased register or not. Unexpectedly, none of the secondary siRNAs from the miR6024-cleaved NBS–LRR were involved in cascade regulation of NBS–LRR paralogs; instead, some of them were involved in regulation of other disease proteins. Surprisingly, a group of these secondary siRNAs explained cleavages of several mRNAs coding for factors implicated in photosynthesis processes; this finding could explain the typical yellowing symptomatology induced by TYLCSV infection, thus suggesting a novel molecular mechanism involved in plant symptom development associated with biotic stresses.

## Materials and Methods

### Plant Material, Virus Inoculation, Nucleic Acid Extraction, RNA and DNA Gel Blots

Plants of *S. lycopersicum* L. cultivar “Moneymaker” were inoculated, as previously described, either by TYLCSV or by mock (Miozzi et al., 2013b). Plants were maintained in an insect-proof greenhouse at temperatures of 20–28°C/16–20°C (day/night), with a 16/8-h (light/dark) photoperiod and supplementary lighting. A minimum of six leaves per plant (from six plants, three biological replicates/thesis) were collected at the appearance of yellowing and curling symptoms typical of TYLCSV infection. Samples were ground in liquid nitrogen and used for total RNA extraction. RNAs were extracted using the Sigma RNA plant kit. DNA contaminants were removed using the Turbo DNA-free kit (Bio-Rad).

For Northern blot analysis, 10 μg of total RNA from either mock-inoculated or virus-infected leaf tissue were resolved on 12% PAGE gels. Once transferred to the positively charged nylon membrane Hybond N+ (Roche Diagnostics), miR171, and miR168 were detected as internal controls with oligoprobes, as previously described (Pantaleo et al., 2010b), whereas functional *Solyc05g008070*-derived siRNAs (**Figure 7C**) were detected using a mixture of P^32^-labeled DNA antisense oligoprobes. Radiolabeled signals were observed by Storm 860 Molecular Imager.

DNA either from TYLCSV-infected or from mock-inoculated tomato leaf tissues was extracted as previously described (Noris et al., 1996). Two micrograms of DNA were resolved on 1% Agarose, 0.5X Tris–borate–EDTA, and transferred to the positively charged nylon membrane Hybond N+. Viral replication intermediates were detected using a P^32^-labeled probe generated by random priming on a CP-amplicon, as previously reported (Accotto et al., 2000).

### mRNA-seq, sRNA, and RNA-Ends Dataset Preparation and Bioinformatics Analysis

Two mRNA libraries for each of the two theses, virus-infected and mock-inoculated plant tissues, were obtained with Illumina strand-specific mRNA protocol sRNAs and sequenced. Libraries of sRNAs were produced using a TruSeq Small RNA Sample Kit (Illumina) and sequenced with standard sequencing oligos on the Illumina HiSeq 2500 platform. Differential expression of selected transcripts was confirmed by qRT-PCR (see later “Materials and Methods”).

The poly-A fraction of total RNA extracted from leaf tissue was analyzed for the identification of target transcripts of conserved miRNAs. To generate miRNA-cleaved target libraries (RNA-end-dataset) from leaf tissue of either mock-inoculated or virus-infected, symptomatic tomato plants we applied the previously described high-throughput experimental approach that identifies mRNAs targeted by miRNAs, also known as “PARE” (Addo-Quaye et al., 2008; German et al., 2009). PARE libraries were sequenced using 5′-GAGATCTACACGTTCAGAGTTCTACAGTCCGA-3′ as oligo on the Illumina HiSeq 2500 platform.

A quality check of the transcriptome was performed with FASTX toolkit^1^. mRNAs were aligned to the selected paralogous genes using PatMaN aligner with 0 mismatch (Prufer et al., 2008). A raw count of mapped reads, uniquely aligned on each one of the two paralogous genes considered, was used as input for the differential expression (DESeq) analysis (Anders, 2010). sRNA-seq fastq datasets were converted to fasta format, adapters were removed and selected for molecules 16- to 26-nt in length using the FASTX toolkit. Genomic and viral-derived siRNAs were identified by aligning filtered sRNAs to the Tomato genome [retrieved at solgenomics.net, (Fernandez-Pozo et al., 2015)] and viral Ref_Seq database available at the NCBI. Bowtie software was used for alignment allowing 0 mismatches (Langmead et al., 2009). miRNAs were identified using miRProf (Stocks et al., 2012) with perfect matches to sequences from the miRNA repository [miRBASE release 21, (Kozomara and Griffiths-Jones, 2014)]. Alignment of viral siRNAs to the TYLCSV genome (Accession number NC_003828.1) was performed as above and SAM output files were used as input in Geneious^®^ software 8.1.7 (Biomatters Ltd.) in order to obtain a graphical representation of viral siRNAs along the viral genome.

RNA-end libraries underwent the same bioinformatics flowchart indicated above for sRNAs, with the only difference being the 20- to 21-nt filter size that was used before performing the alignment.

### *Sly-AGO1* Cleavage Identification by 5′RACE and PARE Analysis

5′-RACE was performed as previously described (Gursinsky et al., 2015), except for the following: the 5′ adapter oligo used was described by German et al. (German et al., 2009), whereas the reverse specific oligo used is 5′-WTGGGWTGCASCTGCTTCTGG-3′. Cleaved *sly-AGO1a* and *sly-AGO1b* were discriminated based on the indels and SNPs revealed by Sanger sequence downstream of the cleavage target site. PARE datasets were aligned with the NCBI seq IDs of *sly-AGO1*a and *sly-AGO1b* using Bowtie with 0 mismatches. The SAM file output was used in Geneious^®^ software 8.1.7 (Biomatters Ltd.) to obtain the graphical representation.

### Bioinformatics for Identification of miRNA Targets in PARE Libraries

cDNA targeted by sRNA were identified using PAREsnp software (Folkes et al., 2012). miRNAs selected from sRNA datasets by miRProf (see above) and PARE datasets from Tomato mock-inoculated or TYLCSV-inoculated plant tissues were used as input in both cases. PAREsnp was performed using cDNA library ITAG2.4^2^.

The selected targeted cDNAs from PAREsnp analysis were searched in the Solgenomics platform (Fernandez-Pozo et al., 2015) and the SGNs associated with each gene model were then filtered out considering those from PAREsnp analysis. Orphan SGNs, i.e., those targeted by sRNAs but not associated with any gene model in ITAG2.4, were subsequently searched for in the Solgenomics datasets and queried with BLAST (Altschul et al., 1997) against the tomato genome cDNA (ITAG release 2.40) for a better annotation.

### Evolutionary Analyses, Conserved Protein Domain Predictions, mRNA-Targeting, and RNA Secondary Structure *in silico* Prediction

The gene orthology and paralogy predictions were downloaded from Ensembl (Ensembl Plants release 34—December 2016) [in EnsemblCompara GeneTrees: Analysis of complete, duplication-aware phylogenetic trees in vertebrates (Vilella et al., 2009)]. Both Plant Compara and Pan-Taxonomic Compara phylogenies were used to retrieve orthologous genes.

Protein domain predictions were obtained through the NCBI CD-Search (Marchler-Bauer and Bryant, 2004) searching against the CDD v3.14 database, and schematic representations were drawn by the CLC biogenomics workbench (QIAGEN Bioinformatics).

psRNATarget (Dai and Zhao, 2011) was used under default parameters. The preloaded small RNA “user-submitted transcripts” was chosen. Both *cleavage* and *translation* types of regulation were studied.

Centroid plain RNA secondary structure drawings and positional entropy were obtained using RNAfold with default parameters on the Vienna RNA website (Mathews et al., 2004; Gruber et al., 2008).

### Identification of Functional Secondary siRNAs

Identification of siRNAs with a phased register with the miRNA cleavage site on selected genes was obtained using the ta-si prediction tool from UEA small RNA workbench (Stocks et al., 2012) using as threshold a *p*-value of 0.01. A subtraction step of common sRNAs of mock-inoculated from TYLCSV-inoculated plant tissue dataset was run on Galaxy website^3^. The TYLCSV-infected plant tissue dataset filtered from the previous step was used in a PaTmaN alignment with 0 mismatches using sequences selected from mRNAs as reference (Prufer et al., 2008). TYLCSV-only mapping 21- and 22-nt-long siRNAs, either in a phased register or not, were used for a PAREsnp analysis as described above for miRNA target identification.

### Reverse Transcription Quantitative Polymerase Chain Reaction Assays

After quantification with Picodrop, the quality of RNA was checked using the Experion automated electrophoresis station (Bio-Rad). Total RNA (500 ng) was retro-transcribed with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). All quantitative reverse-transcription PCR (qRT-PCR) assays were carried out using iTaq Universal SYBR Green Supermix (Bio-Rad, CA, United States) in an apparatus CFX Connect Real-Time PCR Detection System (Bio-Rad, CA, United States). The comparative threshold cycle method was employed to calculate relative expression levels using tomato UBC (ubiquitin-conjugating enzyme, SGN-U582847) as the reference gene (Miozzi et al., 2014). The list of primers used is shown in **Supplementary Table S6**. All qRT-PCR reactions were performed using three biological replicates and two technical replicates.

## Results

### Genome-Wide Identification of sRNAs and Cleaved mRNAs in Virus-Infected and Virus-Free *S. lycopersicum*

Small (s)RNA datasets were obtained from the leaf tissue of mock-inoculated and TYLCSV-infected plants. Primary quality checks yielded a total of 17.8 million reads in the range of 18–34-nt (**Figure 1A** and **Supplementary Table S1**). sRNAs not matching the tomato genome were used in order to retrieve v-siRNAs, i.e., 0.7 million redundant reads in the case of TYLCSV-infected plants. Traces of v-siRNAs found in mock-inoculated plants, i.e., 71 in total, were not considered reliable marks of viral infection: they are rather siRNAs in datasets that likely align randomly with 0 mismatches with the all viral reference sequence (Ref_Seq) dataset. In this case, we almost found a 0 level of redundancy (69 unique out of 71 redundant, **Supplementary Table S1**), whereas v-siRNAs from full replicative viruses in infected tissues were characterized by a high level of redundancy due at least to the replication process and the production of secondary v-siRNAs (Pantaleo et al., 2010a; Miozzi et al., 2013b; Pirovano et al., 2014; Ghasemzadeh et al., 2018; **Figure 1B**). Southern blot hybridization on the total DNA extracted from plant tissues confirmed the infection and the active replication of the virus. Indeed, all TYLCSV replicative forms were detected only in virus-infected plant tissues (i.e., ssDNA, dsDNA, and open circle, **Figure 1C**, lane 1 vs. lane 2), indicating an active TYLCSV infection in the tissues analyzed.

**FIGURE 1:**
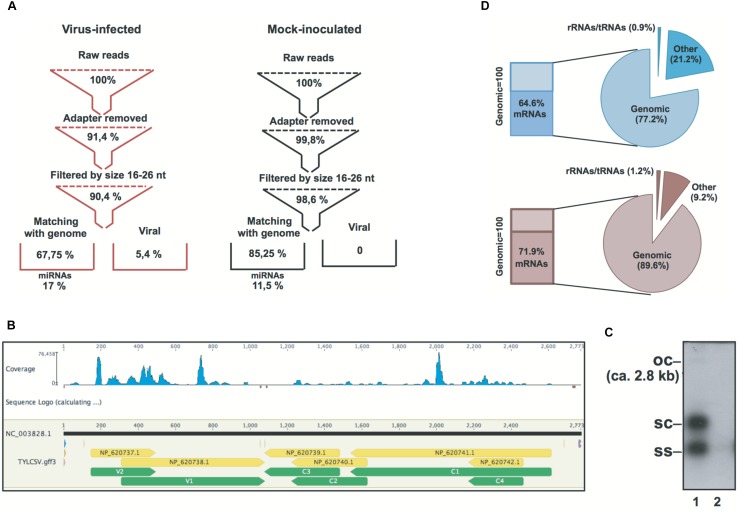
Statistics of *Solanum lycopersicum* genomic and non-genomic siRNAs in TYLCSV-infected and mock-inoculated plants. **(A)** Flowchart of sRNA datasets from raw data to genomic miRNAs and non-genomic viral sRNAs in virus-infected and mock-inoculated plants, respectively. **(B)** Distribution of TYLCSV-derived siRNAs in virus-infected plants.**(C)** Southern blot analysis of DNA from TYLCSV-infected tomato leaf tissue (lane 1) or from mock-inoculated tomato leaf tissue (lane 2). oc = open circle; sc = supercoiled; ss = single stranded. **(D)** Composition of PARE datasets in mock-inoculated and virus-infected plant tissues in terms of alignment or reads with rRNA, tRNAs, tomato genomic sequence, and tomato transcriptome (indicated in the figure as “mRNAs”).

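When a miRNA guides AGO1 to a transcript, the transcript is cleaved opposite the middle of the miRNA. The 3′ part keeps its poly-A tail and begins with an uncapped 5′ end, which PARE sequences. Many 5′ remnants that start at the base opposite the miRNA are the mark of miRNA-mediated cleavage, whereas remnants scattered along a transcript come from general decay. The deposited PARE data are the PAREsnp lists of 1 library from virus-infected leaves and 1 library from mock-inoculated leaves. The paper describes 6 plants per treatment and at least 6 leaves per plant, grown with 16 h of light and 8 h of dark. The authors removed adaptors, kept PARE reads of 20 to 21 nt and searched them with PAREsnp against the ITAG 2.4 cDNA set, using the miRNAs found with miRBase release 21. Each entry of a list pairs 1 small RNA with 1 cleavage position on a gene model and places that position in a category. In category 0 the position holds the unique maximum of 5′ remnants on the transcript and in category 1 a tied maximum. Category 2 lies above the mean of the transcript, category 3 at or below it, and category 4 is a position with 1 remnant.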

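The list of the virus-infected library holds 645 entries and that of the mock library 469. Several small RNAs often explain the same position, so the entries were reduced to cleavage events, each a gene model with a position. This gave 181 events in 168 genes for virus-infected plants and 137 events in 119 genes for mock-inoculated plants. Of these, 65 events and 64 genes stand in both lists. The virus-infected list also gives the number of 5′ remnants at the position (PAREsnp's fragment abundance, called fragments from here on), the alignment score and the p-value. The mock list gives no fragment number and no p-value and holds only the decimal digit of the score, so its scores were recomputed from the printed pairing with a penalty of 1 per mismatch or gap and 0.5 per G:U pair. Categories, p-values, fragment numbers and the scores of the virus-infected list are the authors' values throughout. The authors' normalized values correspond to 655242 fragments in the virus-infected library, so that 1 fragment is 1.53 ppm; the depth of the mock library is not known. The median event had 2 fragments. Events with 1 fragment made up 42.0% of the virus-infected list (95% exact Clopper-Pearson interval 34.7 to 49.5%), and category 4 made up 30.7% of the mock list (23.1 to 39.1%). All intervals on fragments and shares cover counting error only, and with 1 library per condition no difference between conditions has a replicate check.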

PARE datasets were obtained from the same RNA preparations used for the sRNA libraries in line with previous reports (German et al., 2008; Arikit et al., 2014). RNA remnants of this size represent the 5′ ends of uncapped, poly-adenylated RNAs. Indeed, after initial processing, a small percentage of RNA remnants aligned to rRNAs/tRNAs (i.e., 0.9 and 1.2% for mock-inoculated and virus-infected plants, respectively) and the largest amount aligned to the *S. lycopersicum* genome (i.e., 77.2 and 89.6% for mock-inoculated and virus-infected plants, respectively). In addition, 64.6 and 71.9% of the reads aligning to the *S. lycopersicum* genomic sequence (for mock-inoculated and virus-infected plants, respectively) also aligned to the *S. lycopersicum* mRNA dataset (**Figure 1D**).

### Cleavage Remnants of Transcripts Coding for Transcriptional Factors and Disease-Resistance Proteins Are Found in Virus-Infected Plant Tissues

A total of 2.7 million redundant miRNAs were identified corresponding to only 250 and 251 unique miRNAs for TYLCSV-infected or mock-inoculated plants, respectively (**Figure 1A**). Some of the miRNAs analyzed were up-regulated in the presence of viral infection, while others were down-regulated in line with previous observations in Geminivirus-infected plants (**Supplementary Tables S1**–**S3**) (Naqvi et al., 2010; Amin et al., 2011).

The PARE datasets allowed us to assess the miRNA-mediated regulation of genes belonging to gene families coding for transcriptional factors and disease-resistance proteins, which are known to be altered under biotic stresses (Bartel, 2009). Therefore, we focused on transcriptional factors, such as Squamosa promoter binding proteins (SPL), Auxin response factors (ARF), Homeobox-leucine zipper proteins (HD-ZIPIII), nuclear transcription factors of the class of heme activator proteins (HAP), APETALA (AP) and related AP (RAP), and NBS–LRR-resistance factors. These gene families are regulated by miR156, miR160, miR166, miR169, miR172, and miR6024, respectively (Rhoades et al., 2002). 

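Plant miRNAs are best known for cleaving the transcripts of transcription factors that set leaf shape, flowering time and hormone responses. A smaller group of 22-nt miRNAs acts on disease-resistance genes of the NBS–LRR class. Genes of both kinds were counted in the PAREsnp lists through keywords in their descriptions and through the gene groups of Supplementary Table S3. Auxin response factor genes numbered 6 in the virus-infected and 5 in the mock list, with 5 in both. For AP2-type genes the numbers were 5, 5 and 4, for growth-regulating factor genes 5, 7 and 4, and for genes with TCP in their description 4, 4 and 4. These 4 genes are described as CYCLOIDEA, and Solyc08g048390, named after its values were seen, has the same description without the word TCP and was in the mock list only. The only GRAS gene, Solyc01g090950, stood in both lists, and the only MYB gene, Solyc01g009070, in the virus-infected list with 1 fragment. No NAC gene and no auxin receptor F-box gene was listed in either library. Genes described as NBS–LRR or disease-resistance proteins numbered 8 in each list, 4.76% of the virus-infected genes (exact interval 2.08 to 9.17%) and 6.72% of the mock genes (2.95 to 12.8%), and 6 of them stood in both. Of these 6, the 5 genes of the group of Solyc04g009120 share the same 6 fragments in the virus-infected library. The counts and intervals therefore do not rest on separate events.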

Twenty-seven different genes from six different gene families were regulated by the above-mentionedsix miRNAs. Seventeen of them were cleaved in both mock-inoculated and virus-infected plants, while nine were targeted only in the virus-infected plants and only one was exclusively cleaved in the mock-inoculated plants (**Table 1**). 

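SPL and HAP proteins are transcription factors that act in phase change and in binding of the CCAAT box, ARF proteins carry the auxin response, HD-ZIPIII proteins set leaf polarity, and AP/RAP proteins act in flower development. AGO1 is the slicer through which most of these miRNAs work. Of the 27 genes of Table 1, the lists held 26 (96.3%, exact interval 81.0 to 99.9%), 25 in the virus-infected and 18 in the mock list. All 25 had an authors' p of 0, and their best scores ran from 0 to 2.5 with a median of 0.5, where 0 is full pairing. Fragment numbers varied widely within a family. Of the HAP genes cleaved by miR169, Solyc01g087240 (chromosome 1, 73938193 to 73944527, SL2.50) had 51 fragments at position 1171 in the 3′ UTR (exact Poisson interval 38.0 to 67.1), or 77.8 ppm, and Solyc08g062210 had 19 (11.4 to 29.7), the highest numbers among the Table 1 genes, while Solyc01g006930 had 5 and Solyc03g121940 had 1. In the AP/RAP group cleaved by miR172, Solyc11g072600 had 13 fragments (6.92 to 22.2). The SPL genes cleaved by miR156 and listed in both libraries had 2 to 5 fragments and the ARF genes cleaved by miR160 and listed in both libraries had 3 to 4. Fragments could not always be given to 1 gene. The HD-ZIPIII genes Solyc03g120910, Solyc08g066500 and Solyc12g044410 share the same 10 fragments, which match 3 transcripts equally, and the AP2 genes Solyc02g064960 and Solyc02g093150 share 3 fragments over 2 transcripts.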

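A miRNA target can be cleaved in healthy leaves as part of normal regulation, or in infected leaves only. PARE separates these cases by asking in which plants the 5′ remnants are found. In the lists, 17 of the 27 genes were present in both libraries (63.0%, exact interval 42.4 to 80.6%), each at the same position in both. The virus-infected list alone held 8 genes (29.6%, 13.8 to 50.2%), the mock list alone held 1, Solyc04g045560, and neither list held the AGO1b gene Solyc03g098280. The genes in both lists had 2 to 51 fragments in the virus-infected library, with a median of 4. Among the 8 genes of the virus-infected list alone, 7 had 1 fragment each (87.5%, 47.3 to 99.7%), against 0 of 17 among the genes in both lists (upper bound 19.5%). This comparison was chosen after the fragment numbers were seen. The exception was Solyc05g015840 with 2 fragments. Because paralogs share fragments, the 17 genes rest on 14 separate sets of fragments. Category 4 is the class of positions with 1 fragment, so leaving it out of both lists shows the same fact in another form: the genes in both libraries still numbered 17, those of the virus-infected list alone fell from 8 to 1 and those of the mock list alone from 1 to 0. No gene of the virus-infected list alone had a fragment number that would differ from 0 in a library of equal depth, and the depth of the mock library is not known. Absence from the mock list would therefore not be detectable as a difference at equal depth, and at the true depth it cannot be tested. The paper states that these genes were targeted only in the virus-infected plants, and it goes on to compare each of several such genes with its closest paralog to find sequence differences near the target site (Figure 4). It also measured the mRNA of the pairs (Figure 5) and reports phased siRNAs on Solyc05g008070 in virus-infected plants (Figure 6). For sly-AGO1b it adds 5′-RACE (Figure 2).

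**Figure D1:**
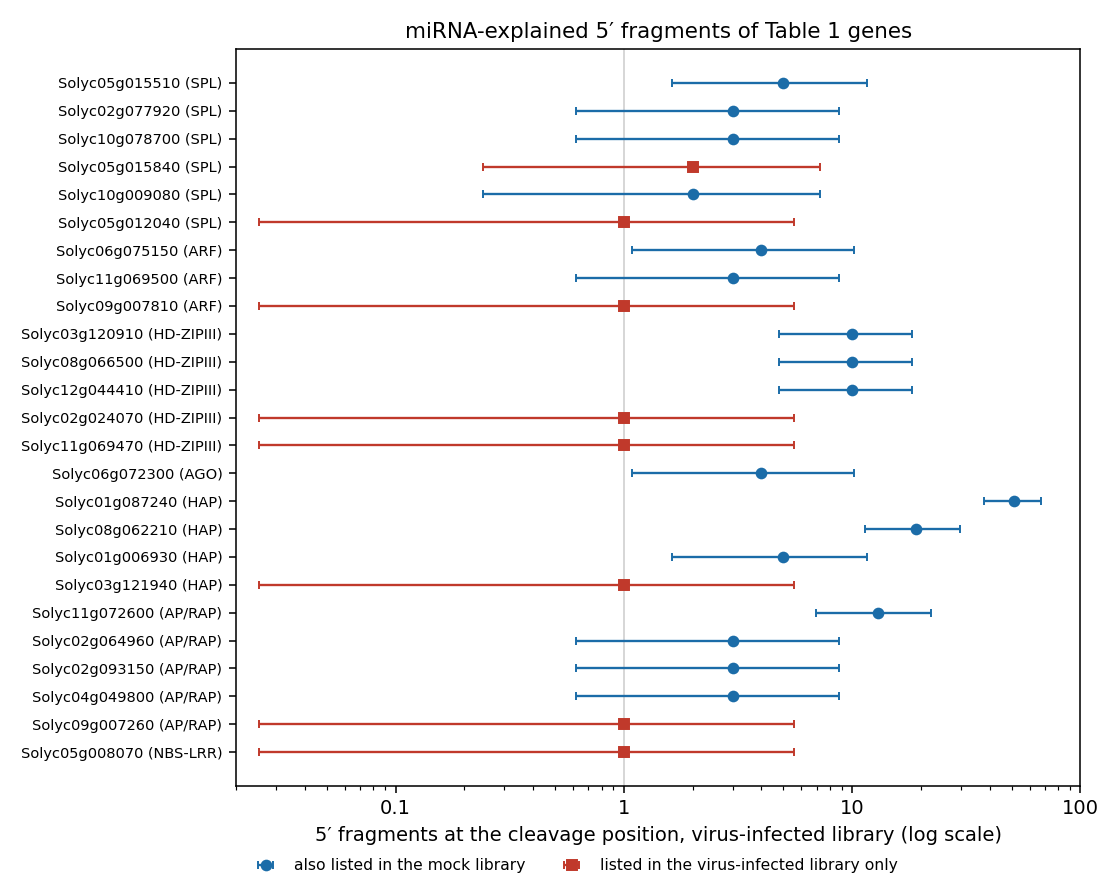
Number of 5′ fragments (log axis) at the miRNA-explained cleavage position of the 25 Table 1 genes listed in the virus-infected library, by gene family. Blue circles are genes also listed in the mock library and red squares genes listed in the virus-infected library only; bars are exact Poisson intervals at 95%, and the red squares sit at 1 or 2 fragments.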

We also interrogated psRNATarget (Dai and Zhao, 2011; Shao et al., 2014) and annotated the potential regulation of every single paralog belonging to each analyzed gene family. Twenty-five out of 27 genes from PARE analysis were common with psRNATarget (**Supplementary Tables S5**, **S6**).

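psRNATarget predicts sites from the pairing of miRNA and transcript, without any RNA ends. Slicing occurs between the bases opposite the 10th and 11th nucleotide of the miRNA. PAREsnp lists a position only where a small RNA pairs around it. A listed position on a site that psRNATarget also predicts therefore lies near this bond by construction, and the distance is no independent check of cleavage. Of the 26 listed genes, 24 have a site of the same miRNA in Supplementary Table S3 (92.3%, exact interval 74.9 to 99.1%). In 23 of these the listed position lies exactly 9 nt before a predicted 3′ end of the site. For miR172 sites and for Solyc05g008070 the table gives a lower and a higher end, and it is then 1 of them that lies 9 nt away. In Solyc09g007260 neither does, and the lower end lies 8 nt away. The table names no site of the same miRNA for Solyc06g075150, listed at position 1502, and for Solyc08g066500, listed at position 577. The sites of the HAP genes lie in 3′ UTRs and those of the AP/RAP genes in the last exon of the gene models, so the comparison covers coding and untranslated sequence.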

**Table 1:** Target genes found to be cleaved by miRNAs in the PARE analysis either in mock-inoculated or virus-infected tomato plants.

miRNA name	Class of target genes	Gene	Symbol^a^	Found in virus-infected plants	Found in mock-inoculated plants
miR156	Squamosa	*Solyc02g077920*	Cnr	✓	✓
	promoter binding	*Solyc04g045560*	SlySBP2		✓
	proteins (SPL)	*Solyc05g012040*	SlySBP6b	✓	
		*Solyc05g015510*	SlySBP10	✓	✓
		*Solyc05g015840*	SlySBP13	✓	
		*Solyc10g009080*	SlySBP3	✓	✓
		*Solyc10g078700*	SlySBP15	✓	✓
miR160	Auxin response	*Solyc06g075150*	Sl-ARF10B	✓	✓
	factors (ARF)	*Solyc09g007810*	Sl-ARF16A	✓	
		*Solyc11g069500*	Sl-ARF10A	✓	✓
mirR166	Homebox-leucine	*Solyc02g024070*	–	✓	
	zipper proteins	*Solyc03g120910*	–	✓	✓
	(HD-ZIPIII)	*Solyc08g066500*	–	✓	✓
		*Solyc11g069470*	–	✓	
		*Solyc12g044410*	–	✓	✓
mirR168	Argonaute 1	*Solyc03g098280*	SlAGO1b	✓	
	(AGO1)	*Solyc06g072300*	SlAGO1a	✓	✓
miR169	Nuclear	*Solyc03g121940*	–	✓	
	transcription factors	*Solyc01g006930*	–	✓	✓
	(HAP)	*Solyc01g087240*	–	✓	✓
		*Solyc08g062210*	–	✓	✓
miR172	Transcription	*Solyc02g064960*	AP2b	✓	✓
	factors (AP and	*Solyc02g093150*	AP2c	✓	✓
	RAP)	*Solyc04g049800*	–	✓	✓
		*Solyc09g007260*	–	✓	
		*Solyc11g072600*	AP2d	✓	✓
miR6024	Disease resistance proteins (NBS-LRR)	*Solyc05g008070*	–	✓	

^a^*Data from Sol Genomics Network*.

Regarding NBS-LRRs targeted by miR6024, one gene belonging to this large family was specifically cleaved only in the virus-infected tissues, i.e., *Solyc05g008070* (**Table 1**). 

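NBS–LRR genes encode the intracellular receptors with which plants detect pathogen proteins. They are a large family, and several 22-nt miRNAs pair with the conserved P-loop motif in their transcripts. Solyc05g008070 lies on chromosome 5 of SL2.50 from 2500501 to 2503179 on the plus strand, and the cleavage position 555 falls in exon 1 of 2. The event had 1 fragment (exact Poisson interval 0.0253 to 5.57), category 4, an authors' p of 0 and a score of 1. The small RNAs that explain it are the 22-nt TTTTAGCAAGAGTTGTTTTACC with 471 reads, or 207 ppm of the small RNAs given to PAREsnp, and the 21-nt TTTTAGCAAGAGTTGTTTTAC with 7 reads, as the virus-infected list gives them. On the scale of Table S2 these are 86.2 and 1.28 ppm, and the paper's reported values there, in the copy used here, are 1.28 and 118.84 ppm. The gene is not in the mock list at any position. For a test against 0 fragments to reach a two-sided p under 0.05 at equal depth, at least 6 fragments are needed (exact binomial p = 0.0313).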

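miR6024 and miR482 both act on NBS–LRR transcripts, and their sites can lie close together in the same gene. In the group of disease-resistance genes to which Solyc05g008070 belongs in Supplementary Table S3, 32 genes are given, of which 13 have a predicted site. A miR6024 site is predicted in 9 of them, a miR482 site in 8 and both in 4. In the PAREsnp lists 1 of the 32 genes is present, Solyc05g008070, and 0 have an event explained by miR482. Outside that group, miR482 explains events in 3 other NBS–LRR genes. Solyc02g036270 is listed in both libraries, Solyc12g044180 in the mock library at position 538 (category 1) and Solyc11g065780 in the mock library at position 466 (category 4). Over genes of every description, miR482 explains events in 8 genes of the virus-infected list, 9 of the mock list and 4 of both. miR6024 explains events in 5 genes of the virus-infected list, of which 1 is also in the mock list.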

Worthy of note, *Solyc05g008070* has been previously described as targeted by miR482 (Shivaprasad et al., 2012) and, indeed, the psRNATarget reports four genes targeted by either miR6024 or miR482, (**Supplementary Table S3**), although PARE analysis never found 5′ remnants explained by miR482 for this gene family.

As a proof of concept, we extended the analysis also to mRNAs coding for AGO1. We performed a 5′-RACE analysis of miR168-mediated cleavage of transcripts from *sly-AGO1a* and *sly-AGO1b* and found that both transcripts can be cleaved at the same position (**Figure 2A**). Cleaved *sly-AGO1b* could only be found in the case of TYLCSV-infected plants (**Figure 2A**, lower panel and **Table 1**) and not in mock-inoculated plants. It is noteworthy that, the “A” at the 3′-end of sly-miR168a-5p v2 ensures pairing with the target site in both *sly-AGO1a* and *sly-AGO1b* transcripts (in red, **Figure 2A** and **Supplementary Table S2**).

**FIGURE 2:**
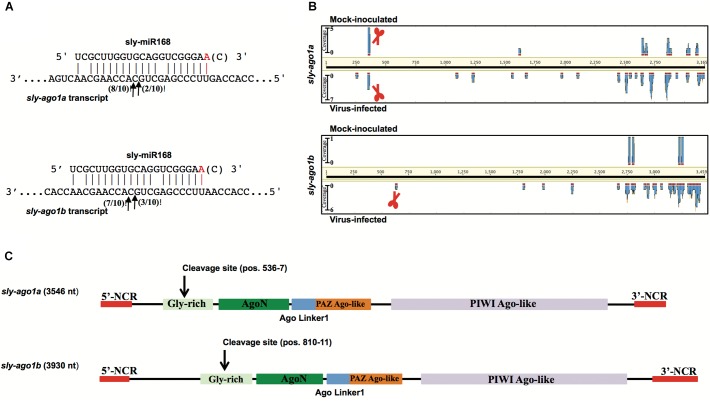
Degradation patterns of *sly-AGO1a* and *sly-AGO1*b. **(A)** 5′RACE of miR168-mediated cleavage of *sly-AGO1a* (NCBI seq ID NM_001279128.1) and *sly-AGO1*b (NCBI seqID NM_001279332.2) in TYLCSV-infected plants (upper panel) and *sly-AGO1a* in mock-inoculated plants. Arrows indicate 5′-remnants found in the analysis and with numbers are the clones sequenced. In red or in brackets sly-miR168 found in the datasets (**Supplementary Table S1**). **(B)** Degradation patterns of *sly-AGO1a* and *sly-AGO1*b (upper and bottom panels, respectively) in mock-inoculated and TYLCSV-infected tomato plants (upper and bottom profile in each panel, respectively). Schematic scissors indicate the miR168 cleavage sites. **(C)** Graph of *sly-AGO1a* and *sly-AGO1*b cDNAs showing the conserved protein domain and miR168 cleavage sites.

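AGO1 is the protein that miRNAs load onto, and its own mRNA is cleaved under miR168, so that the slicer limits itself. Tomato has a pair of AGO1 genes, sly-AGO1a (Solyc06g072300) and sly-AGO1b (Solyc03g098280). The PAREsnp lists use the ITAG 2.4 gene models, whose positions differ from those of the NCBI transcripts in Figure 2. On the sly-AGO1a model, on chromosome 6 from 40960724 to 40969540, the miR168 event lies at position 2118 in exon 1 of 21. It had 4 fragments in the virus-infected library (exact Poisson interval 1.09 to 10.2), or 6.10 ppm, and category 2 in both libraries. The position lies 9 nt before the predicted end of the miR168 site (2127). The event is explained by 5 small RNAs in the virus-infected library and 4 in the mock library, and the most abundant is TCGCTTGGTGCAGGTCGGGAC with 9499 reads in the virus-infected list. The sly-AGO1b gene model is not in either PAREsnp list. Supplementary Table S3 places its predicted miR168 site at the start of the gene model, ending at 43. The fragments along the transcripts that Figure 2B plots are not analysed here, since the lists hold only the positions that a miRNA explains.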

The high-throughput analysis of *sly-AGO1a* and *sly-AGO1b* by PARE analysis confirmed what was found with 5′-RACE. **Figure 2B** shows the distributions of 5′-remnants found in mock-inoculated and in virus-infected plants along transcripts of either *sly-AGO1a* or *sly-AGO1b*. The degradation patterns of the two transcripts revealed a peak at the cleavage position, which was absent in the case of *sly-AGO1b* in mock-inoculated plants (**Figure 2B**, bottom vs. upper frame). The two *sly-AGO1* mRNAs differ in size: *sly-AGO1a* is 3,546 bp vs. 3,930 bp of *sly-AGO1b*; while the main difference is located at the 5′-terminal part of the coding sequence (**Figure 2C**).

### Indels Discriminate Paralogs Cleaved in Virus-Infected Plants

miRNA/target RNA recognition is a critical feature for miRNA functionality, target cleavage occurrence, and regulation of gene expression. *Sly-AGO1a* and *sly-AGO1b*, which differ by one 21-nt-long indel immediately downstream of the miR168 target site, have been previously highlighted in *S. lycopersicum* (Gursinsky et al., 2015) and here we confirmed that miRNA-mediated control is associated with the indel. To describe the diversity of miRNA targets among tomato genes that could explain the occurrence of cleavage events, we reconstructed each gene family based on its own evolutionary history, including orthologs, when available. Each gene tree is identified by an Ensembl Plant GeneTree ID; AGOs and NBS-LRRs are reported in **Figure 3**, whereas SPLs, ARFs, HD-ZIPIIIs, and AP/RAP are in **Supplementary Figure S1**. Upon examination of the phylogenetic trees, we retrieved the closest evolutionary paralogs to those targeted in PARE analysis only in virus-infected plant tissue (i.e., located after the duplication node, red squares in **Figure 3** and **Supplementary Figure S1**), and aligned their transcript sequences in pairs. This was carried out for all the gene families in **Table 1**, except for the HAP genes since the closest tomato paralog to HAP *Solyc03g121940* (cleaved in PARE analysis) is not annotated in the region of the miR169 recognition site (i.e., 3′UTR of *Solyc12g009050*, **Supplementary Figure S1A** and **Supplementary Table S3**).

**FIGURE 3:**
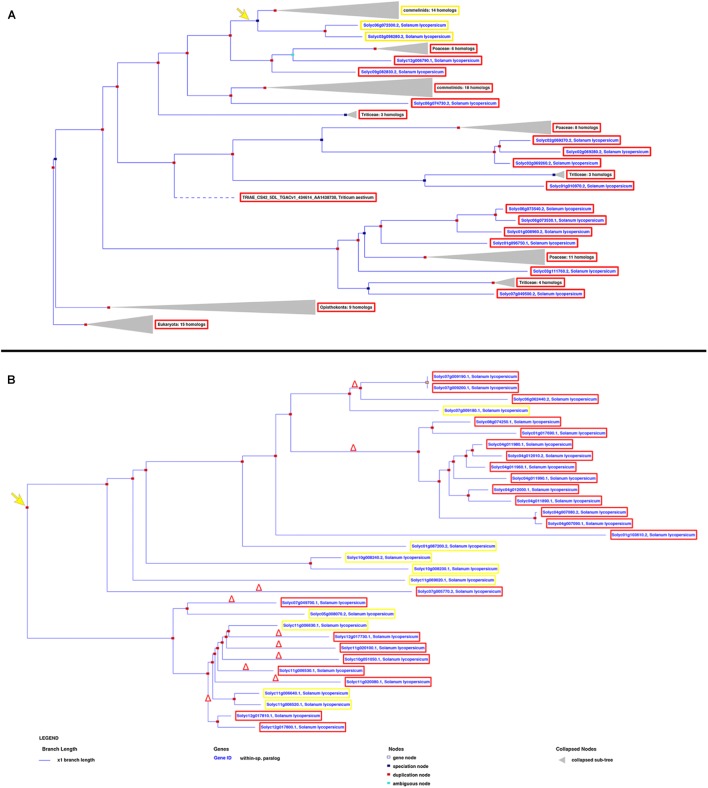
Phylogenetic trees showing the evolutionary history of AGOs **(A)** and NBS-LRRs **(B)** in *Solanum lycopersicum*. The yellow and red frames describe the genes harboring or not the miRNA recognition site, respectively, revealed by both PARE and *in silico* analyses. The yellow arrow indicates the evolutionary creation of the miRNA target site; the red delta symbol represents the deletion of the miRNA target site.

S*ly-AGO1a* and *sly-AGO1b* confirmed the presence of a 21-nt-long indel, 9-nt downstream of the miR168 target site (**Figure 4A**; Gursinsky et al., 2015). Surprisingly, also the pairwise alignment of all gene classes revealed the presence of indels close to the miRNA-target site. Indeed, we found (i) two consecutive indels of 11 and 49 nt in length, respectively, located 26 nt upstream the miR156 recognition site in the case of SPLs (**Figure 4B**); (ii) a 39-nt-long indel 48 nt upstream the miR160 cleavage site for ARFs (**Figure 4C**); (iii) a 3-nt-long indel, 113 nt upstream the miR166 recognition site in the case of HD-ZIPIIIs (**Figure 4D**); and (iv) a 12-nt-long indel, 24 nt downstream the miR172 recognition site in AP/RAP (**Figure 4E**).

**FIGURE 4:**
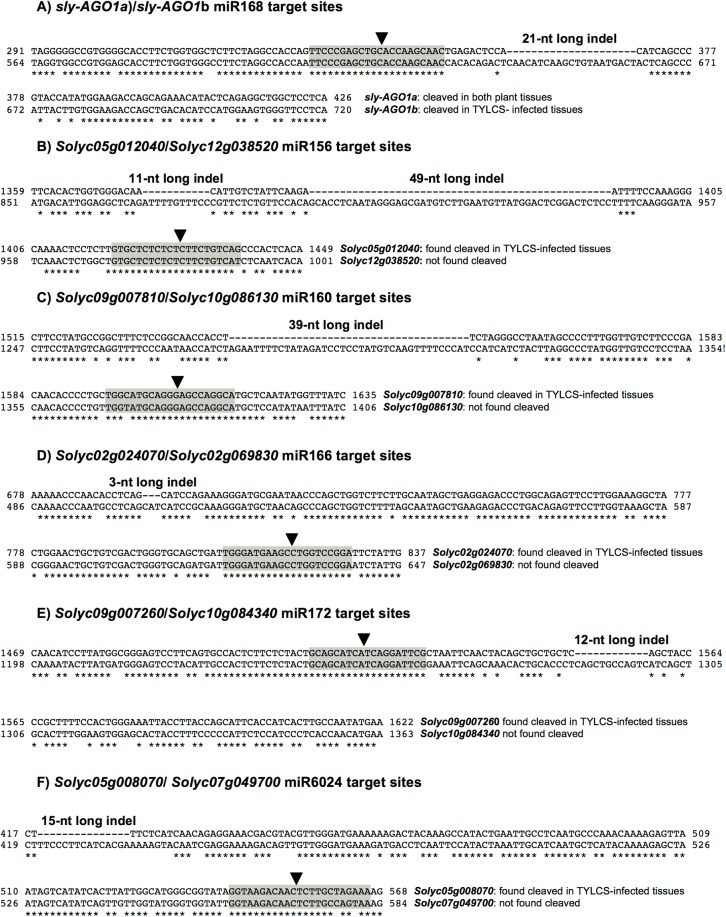
Alignments of miRNA target sites and indels. Alignments of close paralogs in the miRNA target site vicinity showing the presence of short indels. Black arrows indicate the miRNA cleavage site found in the PARE analysis. **(A)** sly-AGO1a/sly-AGO1b alignment with respect to miR168 target site; **(B)** Solyc05g012040/Solyc12g038520 alignment with respect to miR156 target site; **(C)** Solyc09g007810/Solyc10g086130 alignment with respect to miR160 target site; **(D)** Solyc02g024070/Solyc02g069830 alignment with respect to miR166 target site; **(E)** Solyc09g007260/Solyc10g084340 alignment with respect to miR172 target site; and **(F)** Solyc05g008070/Solyc07g049700 alignment with respect to miR6024 target site.

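Each of the 6 pairs in the alignment sets a gene that PARE finds cleaved beside its closest paralog. A paralog that keeps the target site is a natural comparison, since the miRNA could pair with both transcripts. In every pair 1 member is in the virus-infected list. Besides sly-AGO1a these are Solyc05g012040 at position 1430, Solyc09g007810 at 1608, Solyc02g024070 at 819, Solyc09g007260 at 1524 and Solyc05g008070. Of the 12 genes, 2 are in the mock list, sly-AGO1a and Solyc10g084340. The members that neither list holds are sly-AGO1b, Solyc12g038520, Solyc10g086130, Solyc02g069830 and Solyc07g049700. Supplementary Table S3 predicts sites of the same miRNA in the first 4 of these, ending at 43, 991, 1388 and 638 of their gene models. A gene that is cleaved but yields no sampled fragment would be missing from a list in the same way, and 5 of the 6 listed members rest on 1 fragment in the virus-infected library.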

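Whether an NBS–LRR paralog is open to the same miRNA depends on the bases of the site and on what flanks it. In Solyc05g008070 the site printed with the PARE event is GGTAAGACAACTCTTGCTAGAA, within the stretch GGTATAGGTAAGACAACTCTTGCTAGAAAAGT of the transcript. Its pairing with the 22-nt miR6024 has 0 mismatches and 2 G:U pairs. Solyc07g049700 is not in either PAREsnp list under any small RNA. Supplementary Table S3 gives it a miR482 site from 544 to 565 and no miR6024 site.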

Finally, alignment of *Solyc05g008070* (cleaved in PARE analysis in virus-infected plants, **Table 1**) to *Solyc07g049700* (its closest paralog in the NBS–LRR family, not cleaved in PARE analysis, **Supplementary Table S3** and **Supplementary Figure S1E**) disclosed a 15-nt-long indel, 123 nucleotides upstream of the miR6024 recognition site (**Figure 4F**).

PARE analysis can verify target cleavage events, although it is not sufficient to exclude miRNA-mediated regulation of paralogs that were not found cleaved (**Figure 4**). We, therefore, set up transcriptome quantification via mRNA-seq, of selected target mRNAs, to confirm the presence/absence of miRNA targeting in the mock and infected plant tissues. All paralogs with no indels were significantly more expressed than those having indels in either mock or virus-infected tissues (**Figure 5**, blue and gray bars of histogram, respectively). When comparing the expression of each couple of paralogs in virus-infected vs. mock-inoculated plant tissues we found significant variations only in the case of *sly-AGO1b* and *Solyc05g008070*; the latter was down-regulated in virus-infected plant tissues (**Figure 5**, dark green with asterisk in the heatmap). Thus, we highlighted a possible correlation between the cleavage event (**Table 1**), the indel (**Figure 4**), and the down-regulation (**Figure 5**) in the case of the NBS–LRR transcript *Solyc05g008070*.

**FIGURE 5:**
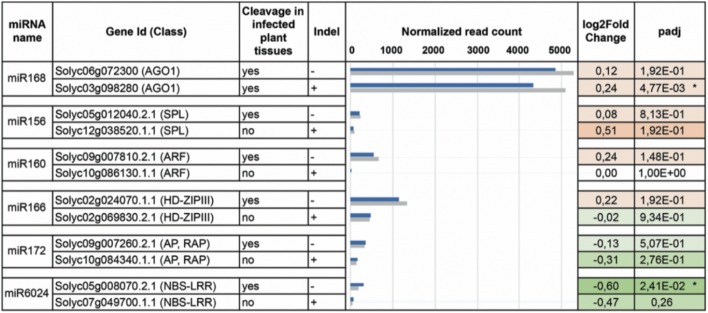
DEseq analysis. Paralogs for each miRNA-targeted (column 1) gene family (column 2) have been analyzed by DESeq. Corresponding transcripts are either cleaved in the virus-infested tissues or not (column 3). For each family, only one of the two paralogs contains the indel (column 4). In column 5 the normalized read counts for mRNAs purified from both virus-infected (gray bars) and mock-inoculated (blue bars) tissues. In column 6 and 7, log2FoldChange and adjusted *p*-values are displayed in the heatmap: red and green for up- and down-regulated transcripts. Asterisks indicate statistically significant variations that were also confirmed by qRT-PCR (three biological replicates and two technical replicates).

When predicting the secondary structure of the stretches of sequence in **Figure 4F**, which encompass both the 15nt indel and the miR6024 target site, we observed a sharp impact of the indel on the secondary structure and on the entropy at the target sites. The global-free energy of the indel-containing region was lower than in the case of the indel-lacking region (**Supplementary Figure S2**, panel B vs. A), and the artificial insertion of the indel in the latter strongly affected the structure (**Supplementary Figure S2C**). We also annotated the location of miRNA target sites in the gene structures with respect to the functional protein domains (**Supplementary Figure S2**, lower panels). Therefore, the functional indels described could impact secondary structures of the transcript rather than protein domains (see later in “Discussion”).

### The Indel-Containing miRNA-Targeted Paralogs in Virus-Infected Plants Generate Secondary siRNAs

pecific plant endogenous cascade networks can be triggered by miRNAs associated exclusively with the virus infection. We, therefore, identified all the 21–22-nt secondary siRNAs deriving from mRNAs targeted by miRNAs and solely present in virus-infected plant tissues. We first searched for those conserved miRNAs that were present in the 22-nt-long form in our siRNA libraries (**Supplementary Table S2**) that explained cleavage events in our PARE analysis (**Table 1**). We thus restricted the analysis to HD-ZIPIII, HAP, AP/RAP, and NBS–LRR transcripts cleaved by miR166, miR169, miR172, and miR6024, respectively. 

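A miRNA of 22 nt can turn a cleaved transcript into a source of secondary siRNAs, whereas a miRNA of 21 nt mostly does not. The length of the small RNAs that explain each event is therefore part of the choice of transcripts. For the miR156, miR160 and miR168 targets of Table 1, no 22-nt small RNA explains an event in either list. In the virus-infected list, miR166 events in HD-ZIPIII genes are explained by 24 small RNAs, of which 9 have 21 nt and 2 have 22 nt, and the 22-nt forms explain events in all 5 genes. In the mock list there are 16, of which 8 have 21 nt and 1 has 22 nt, explaining events in 3 genes. For miR169 and the HAP genes, 1 of 6 small RNAs has 22 nt in the virus-infected list and 0 of 6 in the mock list. For miR172 and the AP/RAP genes the numbers are 1 of 8 and 0 of 6, and the 22-nt form explains 1 gene. The remaining small RNAs are shorter forms down to 19 nt. Presence in a list requires that the small RNA was sequenced and that it explains a listed event, so a rare 22-nt form can be missed. The paper's Table S2 gives the 22-nt miR172 form 0.6 ppm in mock-inoculated and 0.18 ppm in virus-infected plants. That form was thus sequenced in mock-inoculated plants, although the mock list lacks it. For the 22-nt miR169 form the table gives 0.37 ppm in virus-infected plants and no mock value. The numbers of forms were not scaled to small RNA depth, which was lower for mock-inoculated plants (Supplementary Table S1).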

Given that AGO1 mRNA is also known in *Arabidopsis* and tomato to have secondary siRNAs initiated by miR168 (Mallory and Vaucheret, 2009; Shivaprasad et al., 2012), we focused on *sly-AGO1a* and *sly-AGO1b*. We included the tomato transcript *Solyc02g036270* coding for an NBS–LRR transcript targeted by miR482 as control for the effectiveness and reliability of the analysis. Indeed, *Solyc02g036270* was previously described as a producer of massive functional phased secondary siRNAs in tomato plants (Shivaprasad et al., 2012).

We aligned the siRNA datasets uniquely from virus-infected plant tissues against selected mRNAs; the output is reported in **Table 2**. Massive amounts of secondary siRNAs derived from NBS–LRR genes and, as previously reported, a large number of siRNAs mapped to miR482-cleaved *Solyc02g036270* (Shivaprasad et al., 2012), i.e., 1,049 (corresponding to 724 unique reads). Similarly, *Solyc05g008070* targeted by miR6024 only in virus-infected tissues was covered by 936 siRNAs (corresponding to 665 unique reads). None or trifling reads mapped to *Solyc02g024070* and *Solyc11g069470* transcripts of the HD-ZIPIII clade, respectively. A modest number of siRNAs mapped to either *sly-AGO1a* or *sly-AGO1b* transcripts in agreement with a previous report (Mallory and Vaucheret, 2009). A similar situation was found for miR160-cleaved *Solyc09g007810*. In summary, we revealed secondary siRNAs associated mainly with those transcripts that were significantly affected in cleavage and expression in virus-infected plant tissues, i.e., *sly-AGO1b* and *Solyc05g008070* (see previous paragraph and **Figure 5**). Within the selected mRNAs in **Table 2**, we identified only two cases of phased register with respect to the miRNA target site: miR482/*Solyc02g036270* (**Figure 6A**) and miR6024/*Solyc05g008070* (**Figure 6B**). Surprisingly, phased siRNAs from *Solyc02g036270* were only present in mock-inoculated plant tissue datasets and not in the case of virus-infected tissues (histogram in **Figure 6A**). Phased siRNAs from *Solyc05g008070* were detected only in TYLCSV-infected plant tissues where miR6024 was active (histogram in **Figure 6B** and **Figure 6C**), despite the fact that the majority of secondary siRNAs from the two NBS–LRR transcripts were not in phase (**Figures 6A,B**, blue lines vs. red lines). 

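Neighbouring miRNA sites on a transcript can be told apart by PARE, because each miRNA leaves its own 5′ end. On the Solyc05g008070 gene model, Supplementary Table S3 places the miR6024 site from 543 to 564 and the miR482 site from 528 to 549, which overlap by 7 nt. Cleavage under miR482 would leave a 5′ end near position 540, which is 9 nt before the end of its site. The listed event lies 15 nt downstream of that position and 6 nt beyond the end of the miR482 site. No event explained by miR482 is listed for this gene in either library.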

Interestingly, we found that the miR6024 target site overlapped to some extent with that of miR482 (**Figure 6B**), which is not functional according to PARE analysis.

**Table 2:** Total and phased siRNAs associated with selected targets of miR160, miR168, miR169, miR482, and miR6024 and their functionality by PARE analysis in TYLCS-infected plants.

Gene (target of miRNA)	Class or Symbol	*n*° Associated siRNAs (Redundant/unique)	Functional by PARE analysis (Redundant/unique)		
			21nt unphased	21nt phased^a^	22nt
*Solyc09g007810* (miR160)	ARF transcription factor	46/40	–	–	–
*Solyc02g024070* (miR166)	HD-ZIP transcription factor	0	–	–	–
*Solyc11g069470* (miR166)	HD-ZIP transcription factor	4/4	–	–	1
*Solyc03g098280* (miR168)	*sly-AGO1b*	30/26	–	–	1
*Solyc06g072300* (miR168)	*sly-AGO1a*	0	–	–	–
*Solyc02g036270* (miR482)	NBS-LRR	1049/724	31/22	–	22/15
*Solyc05g008070* (miR6024)	NBR-LRR	936/665	21/17	4/1	26/13

^a^*Register starting from miRNA cleavage*.

**FIGURE 6:**
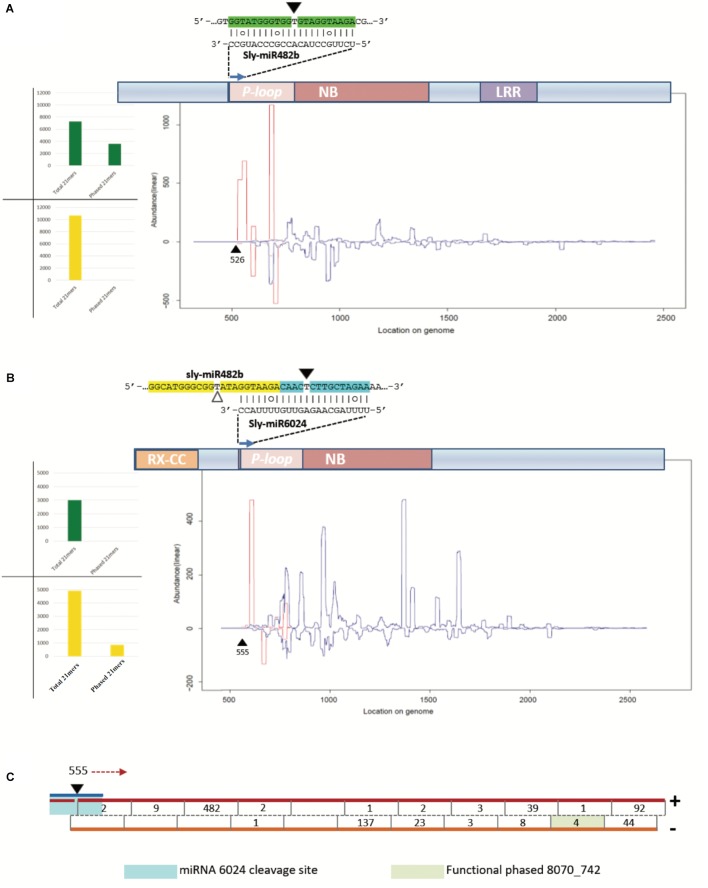
Secondary siRNAs initiated by miRNAs. **(A)** Secondary siRNAs initiated by miR482 on *Solyc02g036270* mRNA in mock-inoculated plant tissues; **(B)** secondary siRNAs initiated by miR6024 on *Solyc008070* mRNA in TYLCSV-infected plant tissues; **(C)** and portion of *Solyc05g008070* that is recognized as a source of phased secondary siRNAs. In **(A,B)** graphics of NBS–LRR genes are shown, which include conserved domains P-loop, nucleotide binding site (NBS), leucine-rich repeat (LRR), and RX-coiled-coil (RX-CC). In the graphic below the transcripts are indicated siRNAs of 21 nt in length, starting from the miRNA cleavage site (black triangle). White triangles indicate uncleaved miRNA target sites. Red and blue lines represent the abundance of each nucleotide position of phased and unphased 21mers, respectively. Histograms in **(A,B)** show total numbers of phased and unphased 21mers mapping to each gene locus in mock-inoculated (green) and virus-infected (yellow) plant tissues. In **(C)**, the blue line indicates miR6024, the black triangle the cleavage site in position 555, and red arrow indicates the direction of precursor processing into phased secondary siRNAs which are indicated by a black line in the double-stranded red/orange precursors. Numbers indicate abundance of each phased siRNA in the dataset.

### A Discrete Number of Secondary siRNAs From the NBS–LRR Family Are Functional in Trans

Secondary siRNAs including those in a phased register are known to be functional upon incorporation into RISC complex (Vazquez and Hohn, 2013). Being PARE datasets a global analysis of the cleaved transcripts, we performed a dedicated analysis searching 5′-remnants of mRNAs explained by siRNAs in **Table 2**. Functional siRNAs of 21 and 22 nt are detailed in **Supplementary Tables S4**, **S5**, respectively, and are summarized in **Table 2**. Among functional secondary siRNAs in TYLCS-infected plant tissues deriving from *Solyc02g036270*, we could find 22 and 15 unique functional siRNAs of 21 and 22 nt in length, respectively. Instead, one phased, seventeen 21-nt-long un-phased and thirteen 22-nt-long non-redundant functional siRNAs were associated with *Solyc05g008070* (**Table 2** and **Supplementary Tables S4**,**S5**).

The 21-nt-long siRNA indicated as siRNA 8070_742 in **Figure 6C** (pale green box) derived from a highly statistically significant (*P*-value = 1,068e^-8^) phased locus starting at position 555 of *Solyc05g008070*, which corresponds to the miR6024 cleavage site (**Figures 6B,C**). siRNA 8070_742 explained the cleavage of *Solyc03g083250* coding for a putative ATP-dependent CIp protease.

At least one secondary siRNA deriving from NBS–LRR genes has been shown to target other mRNAs of defense-related proteins (Shivaprasad et al., 2012); this was confirmed in our analysis, but we could not find any NBS–LRR transcript among the targets. Indeed, we identified targeted host factors previously described in literature as involved in plant pathogen-related molecular patterns, such as glucan-endo-1-3-beta-glucosidase (Bucher et al., 2001), polyphenol oxidase (Kikuchi and Yamaguchi, 1960), and aquaporin-like proteins (Sade et al., 2014; **Supplementary Tables S4**, **S5**).

Worthy of note, 11 out of 42 targeted mRNAs were key players of plant photosynthetic machinery. In **Figure 7A**, we report eight secondary siRNAs from *Solyc05g008070* originated downstream of the miR6024 cleavage site uniquely present in virus-infected plant tissues that target and cleave core members of photosystem I and II, chlorophyll-binding proteins, and ribulose bisphosphate carboxylases (RuBiSCO). Conventional and specific Sanger sequenced 5′-RACE were also performed on the library besides the high-throughput sequencing. Validation by Northern blot analysis revealed the expression of the secondary functional siRNAs only in the case of RNAs from TYLCSV-inoculated plant tissues showing typical yellowing symptoms (**Figures 7B,C**, lane 4). No secondary functional siRNAs were detected in either mock-inoculated (**Figure 7C**, lanes 1 and 3) or TYLCSV-infected plant tissues not-showing yellowing symptoms (**Figure 7C**, lane 2). miR168 and miR171, used as a control of the Northern analysis, were detected in all the samples under investigation (**Figure 7C**). Finally, DESeq analysis resulted in down-regulation of all targeted transcripts in TYLCSV-infected plant tissues. For those transcripts that could be investigated by qRT-PCR, a significant 1.5- to 2-fold down-regulation in virus-infected vs. mock-inoculated plant tissues, thus confirming the functionality of these siRNA cleaving targets solely associated with virus infection (**Figure 7D**).

**FIGURE 7:**
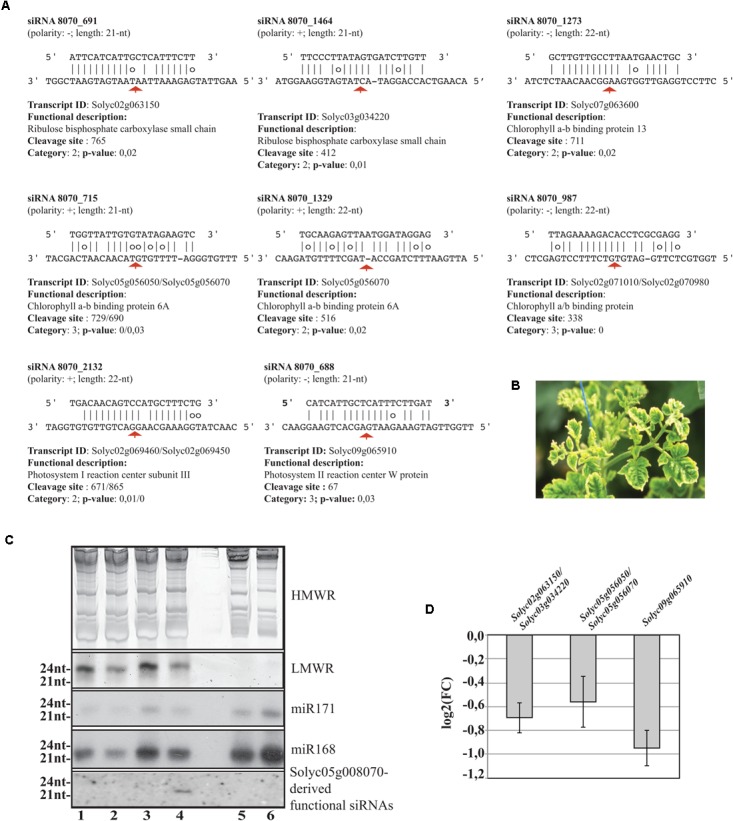
Functional secondary siRNAs and expression of genes involved in photosynthesis. **(A)** Functional 21nt and 22nt-long secondary siRNAs from the NBS–LRR transcript *Solyc05g00807*0 and targeted transcripts. Transcripts sharing conserved miRNA target sites are indicated and separated by “/”. Red arrows indicate the cleavage sites. **(B)** Typical leaf yellowing induced by TYLCSV in virus-infected tissues. **(C)** Short RNA Northern blot analysis. High- or low-molecular weight RNAs patterns (HMWR and LMWR, respectively). Lanes 1 and 3: mock-inoculated *Solanum lycoperscum*, Lane 2: total RNA from TYLCSV-inoculated plant tissues not showing yellowing sympthoms, Lane 4: total RNA from TYLCSV-inoculated plant tissues showing typical yellowing symptoms. Lanes 5 and 6, *Arabidopsis thaliana* and *Nicotiana benthamiana* total RNA, respectively. **(D)** qRT-PCR (three biological replicates and two technical replicates) for the expression of *Solyc02g063150*/*Solyc03g034220* (1), *Solyc05g056050*/*Solyc05g056070* (2), and *Solyc09g065910* (3) transcripts in TYLCSV-infected tissues from tomato plants. Expression values (bars ± SE) for each transcript or paralogs are given as log2 of fold change (FC) relative to control tissues from mock-inoculated plants.

## Discussion

Plant viruses are infectious entities that alter gene expression and are therefore recognized as “phenotype extenders.” For instance, it has been shown that virus infection can enhance plants’ attractiveness to pollinators (Groen et al., 2016) as well as the resilience of susceptible plants to drought (Xu et al., 2008; Westwood et al., 2013; Pantaleo et al., 2016) and that they defend plants from several species of herbivores (Gibbs, 1980; Pan et al., 2013). The fundamental reasons for this gene regulation are not yet fully understood, but many phenomena can be ascribed to a mechanistic role for miRNAs in regulating innate immunity in the case of plant–pathogen interaction (Katiyar-Agarwal and Jin, 2007; Deng et al., 2018). Moreover, plant endogenous siRNAs associated with viral infection denoted as va-siRNAs are surely implicated in the regulation of genes in plants under virus attack (Cao et al., 2014).

In plants, fungi, and animals, indel studies have led to understand how proteins function as well as to the discovery of useful experimental and drug targets. Moreover, indels are recognized as having significant value as phylogenetic markers. For selected miRNA targets, we show that short indels upstream or downstream in the vicinity of miRNA targets can discriminate between the miRNA cleavage events of close paralogs. Indeed, *S. lycopersicum* possesses two *AGO1* homologs named *sly-AGO1a* and *sly-AGO1b*, differing for 21-nt-long indels just downstream of the miR168 target site. *Sly-AGO1b* (the transcript containing the insertion) is cleaved in TYLCSV-infected plants, whereas it is not in mock-inoculated plants. Consistent data came from mRNA-seq analysis since the *sly-AGO1b* appeared significantly up-regulated in virus-infected tissues, which is in agreement with our previous observations (Gursinsky et al., 2015). This provides further support to specific roles ascribed to the two AGO1 paralogs even in a different plant-virus system. Herein, we reveal that several nuclear transcription factors are also cleaved by specific miRNAs only in the presence of the viral infection. Among these transcriptional factors, there are two SPL genes cleaved by miR156 (i.e., *sly-SPB6b* and *sly-SPB13*), one ARF gene cleaved by miR160 (*Sl-ARF16A*), two HD-ZIPIII genes cleaved by miR166 (*Solyc02g024070* and *Solyc11g069470*), one AP transcription factor cleaved by miR172 (*Solyc09g007260*), and one NBS–LRR disease-resistance protein-coding gene cleaved by miR6024 (*Solyc05g008070*). 

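These transcription factors act in leaf and flower development. Each gene was listed in the virus-infected library at the position predicted for its miRNA or 1 nt from it. Solyc05g015840 (SlySBP13, chromosome 5, 12394400 to 12397051) had 2 fragments at position 760 in exon 3 of 3 (exact Poisson interval 0.242 to 7.22), category 0 and a score of 2. The others had 1 fragment and category 4. They were Solyc05g012040 (chromosome 5, 5268986 to 5273711, score 1.5), Solyc09g007810 (chromosome 9, 1332643 to 1335760, score 0.5), Solyc02g024070 (chromosome 2, 15627267 to 15633567, score 0.5), Solyc11g069470 (position 571, chromosome 11, 51150759 to 51156271, score 0.5) and Solyc09g007260 (chromosome 9, 856629 to 859952, score 1.5). The HAP gene Solyc03g121940 (position 1032, chromosome 3, 63991444 to 63996098, score 1) was also in the virus-infected list alone with 1 fragment. In the stricter list without positions of 1 fragment, Solyc05g015840 is the gene that remains of these.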

We show that 12-, 15-, 3-, and 39-nt-long single indels are in close vicinity to the target sites of miR172, miR6024, miR166, and miR160, respectively. Nevertheless, in all these cases, the indels discriminate between cleavages of close paralogs: the version containing the insertion was never cleaved, whereas the other was found cleaved in TYLCSV-infected plant tissues. 

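In the miR172 pair, both paralogs encode AP2-type transcription factors of flower development. Solyc09g007260 was listed in the virus-infected library and Solyc10g084340 in the mock library. The Solyc10g084340 event lies at position 1252, 9 nt before the nearer predicted end of its miR172 site. It had category 1, a recomputed score of 1.5 and 6 explaining small RNAs. Around the cleavage position the transcripts of the pair have the same base at 29 of 31 aligned positions. The mock list gives no fragment number for the event. In the pairs of miR160, miR166 and miR6024 the paralog of the listed gene was in neither list.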

All paralogs with no indels were significantly more expressed than those having indels in either virus-infected or mock plant tissue. A significant differential expression of paralogs in mock-inoculated tissues suggests fine and independent gene regulation that renders unclear the interpretation of the role of indels in miRNA-dependent regulation. However, *Solyc05g008070* lacking one 15-nt-long indel, 123 nucleotides upstream of the miR6024 recognition site, is cleaved and is down-regulated solely in virus-infected plant tissues. All the analyzed genes are homologs, thus they derive from a whole genome duplication and belong to different subgenomes (Tomato Genome, 2012); moreover, they are likely to have a redundant role. Hence, we hypothesized the possibility to regulate them differently, mediated by a distinctive sensitivity to the miRNA-mediated cleavage, might be skilfully exploited by the plant to convert an “excess of function” in a stress-resistance tool. Short indels are unlikely to have a significant impact on protein size and we show that they do not impair the recognition of functional domains. Instead, they are confirmed to play a role in the secondary structure of RNA influencing the access of RISC to target sites in line with previous *in vitro* and *in vivo* observations either in animal or plant systems (Ameres et al., 2007; Long et al., 2007; Schuck et al., 2013; Gursinsky et al., 2015). In the case of the indel-lacking paralog, *Solyc05g008070*, this is further corroborated by the *in silico* prediction of RNA folding and entropy at target site level.

The CC–NBS–LRR class of genes confers resistance to several plant viruses in an effector-specific interaction (Kachroo et al., 2006). miR482 targets tomato mRNAs for CC–NBS–LRR (i.e., *Solyc02g036270*) and the mRNA decay causes the production of secondary siRNAs that in turn down-regulate other mRNAs of disease-resistance genes: this has been proposed as a novel pathogen-inducible layer of plant defense (Shivaprasad et al., 2012). Here, we analyzed the production of secondary siRNAs from *Solyc02g036270* and we confirm that it produces phased register secondary siRNAs with respect to the miRNA target site, likely induced by the 22-nt-long miR482 found in our dataset. Importantly, phased siRNAs from *Solyc02g036270* were only present in mock-inoculated and not in virus-infected plant tissue datasets. The production of secondary siRNAs from *Solyc02g036270* requires RDR6 that is engaged in converting targeted RNA in dsRNA (Shivaprasad et al., 2012). In this pathway, suppressor of gene silencing 3 (SGS3) is also involved (Mourrain et al., 2000). Tomato yellow leaf curl virus (TYLCV), a close relative of TYLCSV, is known to produce the V2 protein that is recognized as a viral suppressor of RNA silencing (Zrachya et al., 2007); V2 directly binds SGS3 in plants and this interaction is required for V2 RNA silencing suppression activity (Glick et al., 2008). V2 is produced by the virus to counteract plant antiviral silencing but to date, no specific action has been described. Glick and colleagues (Glick et al., 2008) advanced the hypothesis that V2-mediated inactivation of SGS3 in infected tissues could explain “leaf curling” symptoms. Here, we reveal for the first time that the miRNA-mediated cleavage of the NBS–LRR transcript is not relieved in TYLCSV-infected plant tissues; instead, the production of secondary siRNAs in phased register is abolished, likely through the inactivation of SGS3/RDR6 by V2. 

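NBS–LRR transcripts are held down in healthy plants by miR482 and related miRNAs, through cleavage and through the siRNAs that follow. Solyc02g036270, on chromosome 2 from 21186128 to 21188706, is the NBS–LRR gene with the most fragments in the virus-infected list. Its miR482 event at position 526 had 12 fragments (exact Poisson interval 6.20 to 21.0), a score of 1.5, and category 0 in both libraries. The best-pairing 22-nt form, TCTTGCCTACACCGCCCATGCC, had 7686 reads in the virus-infected list. A group of NBS–LRR genes on chromosome 4 cleaved under miR6027 was also in both lists. Solyc04g009120, Solyc04g009130, Solyc04g009150, Solyc04g009660 and Solyc04g026110 share 6 fragments that match 5 transcripts equally, so the lists do not tell which of them was cleaved. Solyc04g007070 had 1 fragment at position 1344 under miR6027 in virus-infected plants and was not in the mock list. Without fragment numbers for mock-inoculated plants, a rise or a fall in cleavage could not be measured.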

The availability of genome-wide 5′-RACE analysis allowed us to show that in the absence of phased secondary siRNAs in TYLCSV-infected tissues no transcript of the NBS–LRR clade was found cleaved except by miRNAs. The loss of biogenesis of phased secondary siRNAs would reinforce the defensive effect and, noteworthily, our data suggest that such inactivation could happen downstream the miRNA-mediated cleavage hampering dsRNA synthesis by geminivirus viral suppression. Mechanisms of production of functional unphased siRNAs are at the moment unknown and deserve further investigations.

The data from the present study suggest for the first time that CC–NBS–LRR class of genes includes many resistance (R) genes could be directly implicated in symptom development through secondary cascade pathways. Indeed, one NBS–LRR transcript releases secondary siRNAs that target transcripts coding for RuBISCO, chlorophyll a/b binding protein 6A, and photosystem II reaction center W protein. These are significantly down-expressed in infected tissues at least 1.5-fold. In addition, Northern blot analysis unveiled the expression of these secondary sRNAs exclusively in plant virus-infected tissues showing yellowing. Thus, here we reveal a novel mechanism that could be added to earlier findings in virus–host interaction. Leaf chlorosis is often seen in plants infected with viruses and viroids and is known to be associated with a reduced content of chlorophyll in leaf cells (Dawson, 1992). As chlorophyll is responsible for the green color of leaves, chlorotic leaves range from pale to yellow, through yellow–white. Cucumber mosaic virus (CMV) yellowing (Y) satellite RNA (Y-sat) is a non-coding subviral RNA and modifies the typical symptom induced by CMV in specific hosts; direct evidence identified one 22-nt-long siRNA derived from Y-sat that modulates the yellowing symptom by RNA silencing-based regulation of tobacco magnesium protoporphyrin chelatase subunit I (ChlI), a key gene involved in chlorophyll synthesis (Shimura et al., 2011). In the case of grapevine infected by Grapevine fleck virus, v-siRNAs were able to target and cleave transcripts of the photosynthetic system Y (Miozzi et al., 2013a). However, the v-siRNAs-dependent pathogenesis mechanism is not general. Indeed, alteration of chloroplast development induced by Peach latent mosaic viroid (PLMVd) leads to albino phenotype (an extreme chlorosis symptom) (Rodio et al., 2007). In the case of PLMVd, the block of chloroplast development is likely due to the RNA silencing of one chloroplastic heat shock protein 90 (Navarro et al., 2012). Chlorosis is also due to the localization in chloroplasts of either viral proteins, such as in the case of Tobacco mosaic virus coat protein and Rice stripe virus disease-specific protein that hamper photosynthetic system II (Reinero and Beachy, 1989; Kong et al., 2014), or subviral RNAs such as in the case of Geminivirus betasatellites that severely alter chloroplast ultrastructure and induce vein clearing (Bhattacharyya et al., 2015).

The understanding of miRNA biology is still limited by our poor appreciation of their cell-type specific and spatio-temporal regulation. Many miRNAs exhibit discrete expression patterns and their regulation depends largely on the availability of particular AGO proteins and distinct target mRNAs within a given cell/tissue type. Next-generation sequence approaches to facilitate the simultaneous analysis of large gene sets but they typically provide a very limited spatio-temporal resolution of gene expression changes. Either in plants or animals (Kozomara et al., 2014), miRNA expression level is an unreliable indicator of miRNA repressive activity. In plants, laser microdissection coupled to RT-PCR showed that, on the contrary, the global pattern of mature conserved accumulation entails exquisite spatio-temporal variations in the transcription of nine distinct miRNA paralogs (Nogueira et al., 2007). The combinatorial analysis of small RNA sequencing and accurate expression data for target mRNA/proteins by the novel single-cell RNA-Seq analysis would solve either some discrepancies (such as miR6024 ∼2/3X less abundance in infected tissues than mock-inoculated tissues), or highlight the impact of secondary siRNAs controlling the expression of analyzed transcripts.

## Accession Numbers

The sRNA and PARE datasets have been deposited in GEO Omnibus under the entry code GSE93648. The DESeq analysis of selected paralogs was carried out using alignments deposited in SRA under the entry code SRP133920.

(To review GEO accession GSE93648:

Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93648

Enter token onsrwgugbxmpnwd into the box)

(To Access to metadata about SRA submission https://trace.ncbi.nlm.nih.gov/Traces/sra/?study=SRP133920).

## Author Contributions

VP designed the experiments and prepared PARE and sRNA datasets. LM prepared total RNA from tomato plants and performed quantification analysis. MC, CC, WP, and VP analyzed the data. MC, CC, and VP prepared the manuscript. All authors discussed the results and contributed to editing the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://hannonlab.cshl.edu/fastx_toolkit/index.html

2 ftp://ftp.solgenomics.net/tomato_genome/annotation/ITAG2.4_release/ITAG2.4_cdna.fasta

3 https://usegalaxy.org

## Supplementary Material

FIGURE S1 Phylogenetic trees showing the evolutionary history of selected gene families targeted by conserved miRNAs in *Solanum lycopersicum.* **(A)** *EPlGT00140000000465* evolutionary history for HAP genes; **(B)** *EPlGT00850000106226* evolutionary history for ARF genes; **(C)** *EPlGT00140000000795* evolutionary history for HD ZIPIII genes; **(D)** *EPlGT00850000106232* evolutionary history for AP/RAP genes; and **(E)** *EPlGT00820000103254* evolutionary history for SPL genes.

FIGURE S2 Impact of the functional indels on the secondary structures of the transcript. **(A,B)** Global-free energy of the indel-containing region (positions 360–622, *Solyc05g008070*) and of the indel-lacking region (positions 360–638, *Solyc07g049700*), respectively. **(C)** Impact of the artificial insertion of the indel in the indel-lacking region.

TABLE S1 Statistics of *Solanum lycopersicum* genomic and non-genomic siRNAs in tomato yellow leaf curl sardinia virus-infected and mock-inoculated plant tissues.

TABLE S2 Diversity of selected functional conserved miRNAs (expression profile in sRNA datasets from mock-inoculated and TYLCSV-infected tomato plants). Bold characters indicate nucleotides differing from the canonical miRNA sequence.

TABLE S3 *In silico* analysis of miRNA targets among the selected gene families, validated by PARE analysis.

TABLE S4 Output of PAREsnp listing 5′ RNA remnants of cDNA targeted by 21-nt-long secondary siRNAs in tomato TYLCSV-infected plant tissues.

TABLE S5 Output of PAREsnp listing 5′ RNA remnants of cDNA targeted by 22-nt-long secondary siRNAs in tomato TYLCSV-infected plant tissues.

TABLE S6 Oligonucleotides used for quantitative reverse transcription PCR experiments of selected transcripts in TYLCSV-infected vs. mock-inoculated tissues.

# Supplementary material for: A Short Indel-Lacking-Resistance Gene Triggers Silencing of the Photosynthetic Machinery Components Through TYLCSV-Associated Endogenous siRNAs in Tomato
**Source:** Front Plant Sci. 2018 Oct 11;9:1470. doi: 10.3389/fpls.2018.01470
**Supplement:** TABLE S1 — Statistics of Solanum lycopersicum genomic and non-genomic siRNAs in tomato yellow leaf curl sardinia virus-infected and mock-inoculated plant tissues.

**Supplementary Table S1.** Statistics of *Solanum lycopersicum* genomic and non-genomic siRNAs in Tomato yellow leaf curl sardinia virus-infected and mock-inoculated plant tissues.

|                        |                                       | Redundant  |                    |       | Unique     |                    |      |
|------------------------|---------------------------------------|------------|--------------------|-------|------------|--------------------|------|
|                        |                                       | # of Reads | miRNAs or v-siRNAs |       | # of Reads | miRNAs or v-siRNAs |      |
|                        |                                       |            | # of reads         | %     |            | # of reads         | %    |
| <b>Virus-infected</b>  | <b>Raw reads</b>                      | 13231170   |                    |       |            |                    |      |
|                        | <b>Adaptor removed</b>                | 12103878   |                    |       |            |                    |      |
|                        | <b>Filter by sequence properties</b>  | 11961919   |                    |       | 2971654    |                    |      |
|                        | <b>rRNA/tRNAexact matches removed</b> | 1356860    |                    |       | 46244      |                    |      |
|                        | <b>Matching with genome</b>           | 8965078    | 2250590            | 25,10 | 2348893    | 251                | 0,01 |
|                        | <b>Non-Matching with genome</b>       | 1639981    | 710341             | 43.31 | 18863      | 18863              | 0,37 |
| <b>Mock-inoculated</b> | <b>Raw reads</b>                      | 4479742    |                    |       |            |                    |      |
|                        | <b>Adaptor removed</b>                | 4472405    |                    |       |            |                    |      |
|                        | <b>Filter by sequence properties</b>  | 4428916    |                    |       | 1643488    |                    |      |
|                        | <b>rRNA/tRNAexact matches removed</b> | 220998     |                    |       | 28454      |                    |      |
|                        | <b>Matching with genome</b>           | 3819266    | 516769             | 13,53 | 1349958    | 250                | 0,02 |
|                        | <b>Non-Matching with genome</b>       | 388652     | 71                 | 0,02  | 265076     | 69                 | 0,03 |

# Supplementary material for: A Short Indel-Lacking-Resistance Gene Triggers Silencing of the Photosynthetic Machinery Components Through TYLCSV-Associated Endogenous siRNAs in Tomato
**Source:** Front Plant Sci. 2018 Oct 11;9:1470. doi: 10.3389/fpls.2018.01470
**Supplement:** TABLE S2 — Diversity of selected functional conserved miRNAs (expression profile in sRNA datasets from mock-inoculated and TYLCSV-infected tomato plants). Bold characters indicate nucleotides differing from the canonical miRNA sequence.

Supplementary Table S2 . Diversity of selected functional conserved miRNAs (expression profile in sRNA datasets from mock-inoculated and TYLCSV-infected tomato plants). Bold characters indicate nucleotides differing from the canonical miRNA sequence.

miRNA family	Similarity in miRBase*	Sequence (5'-3')<br>(mature, star strands and variants)	Size	Mock-inoculated (ppm)	TYLCS-infected (ppm)
**miR156**	**sly-miR156a,b,c**	UUGACAGAAGAUAGAGAGCAC	21	847,04	609,22
	**sly-miR156d-3p**	GCUCUCUAUGCUUCUGUCAUC	21	121,69	65,19
		GCUCUCUAUGCUUCUGUCAUCA	22	-	0,55
	**sly-miR156d-5p**	UUGACAGAAGAGAGUGAGCAC	21	-	0,18
**miR160**	**sly-miR160a**	UGCCUGGCUCCUGUAUGCCA	21	7,19	5,13
**miR166**	**sly-mir166a**	UCGGACCAGGCUUCAUCCCC	21	168357,36	329312,16
		UCGGACCAGGCUUCAUCCCCC	22	14,39	36,62
	**sly-mir166a v1**	UCGGACCAGGCUUCAUCCCCG	21	13,19	26,00
	**sly-mir166a v2**	UCGGACCAGGCUUCAUCCCCU	21	34,77	82,40
		UCGGACCAGGCUUCAUCCCCU	22	-	1,46
	**sly-mir166a v4**	UUGGACCAGGCUUCAUCCCC	21	151,66	467,49
	**sly-mir166c**	UCGGACCAGGCUUCAUCCUC	21	17373,70	16372,71
	**sly-mir166c v2**	UCGGACCAGGCUUCAUCCUA	21	-	4,21
	**sly-mir166c v3**	UCGGAUCAGGCUUCAUCCUC	21	3,60	2,93
	**sly-mir166c v4**	UCGGACCAGGCUUCAUCCUU	21	4,20	14,47
	**sUu-miR166d-5p**	AGAAUGUCGUCUGGUUCGAGA	21	95,31	123,78
**miR168**	**sly-miR168a,b-5p**	UCGCUUGGUGCAGGUCGGGAC	21	2087,34	1739,39
	**sly-miR168a,b-5p v1**	UCGCUUGGUGCAGAUCCGGGAC	21	-	0,18
	**sly-miR168a,b-5p v2**	UCGCUUGGUGCAGGUCGGGAA	21	3,00	4,39
	**sly-miR168a-3p**	CCUGCCUUGCAUCAACUGAAU	21	99,51	38,45
**miR169**	**sly-miR169e-3p**	UGGCAAGCAUCUUUGGCGACU	21	157,66	192,64
	**sly-miR169b**	UAGCCAAGGAUGACUUGCCUG	21	5,99	1,10
	**sly-miR169e**	UAGCCAAGGAUGACUUGCCUU	21	1,20	-
		UAGCCAAGGAUGACUUGCCUUU	22	-	0,37
**miR172**	**sly-miR172a,b**	AGAAUCUUGAUGAUGCUGCAU	21	9,59	4,94
	**sly-miR172a,b v1**	GAGAAUCUUGAUGAUGCUGCA	21	2,40	0,37
		GAGAAUCUUGAUGAUGCUGCAU	22	0,60	0,18
	**sly-miR172a,b v3**	UGAGAAUCUUGAUGAUGCUGC	21	0,60	0,18
	**sly-miR172a,b v4**	UGAAUCUUGAUGAUGCUGCAU	21	0,60	0,73
	**sUu-miR172d-3p**	GGAAUCUUGAUGAUGCUGCAG	21	1,20	-
	**sUu-miR172b-5p**	GCAGCACCAUUAAGAUUCACA	21	-	0,55
	**sUu-miR172d-5p**	GGAGCAUCAUCAAGAUUCACA	21	-	0,37
**miR482**	**sly-miR482a**	UUUCCAAUUCCACCCAUUCCU	21	2,40	0,92
		UUUCCAAUUCCACCCAUUCCUA	22	14,99	9,16
	**sly-miR482b**	UCUUGCCUACACCGCCCAUGC	21	-	0,37
		UCUUGCCUACACCGCCCAUGCC	22	868,62	1407,41
	**sly-miR482d-3p**	UUUCCUAAUCCACCCAUGCCA	21	2,40	0,18
		UUUCCUAAUCCACCCAUGCCAA	22	19,18	8,42
	**sly-miR482e-3p**	UCUUUCCUACUCCUCCCAUAC	21	-	0,92
		UCUUUCCUACUCCUCCCAUACC	22	1038,87	462,36
	**sly-miR482e-3p v1**	CUUUCCUACUCCUCCCAUACC	22	1,20	-
**miR6024**	**sly-miR6024**	UUUUAGCAAGAGUUGUUUUAC	21	317,12	118,84
		UUUUAGCAAGAGUUGUUUUACC	22	2,40	1,28
	**sly-miR6024 v1**	UUUAGCAAGAGUUGUUUUACC	21	227,80	86,25

* miRNAs were identified in our dataset by perfect matches to sequences from the miRNA repository (miRBASE release 21) and using miRPROF tool. ppm= part per million.

# Supplementary material for: A Short Indel-Lacking-Resistance Gene Triggers Silencing of the Photosynthetic Machinery Components Through TYLCSV-Associated Endogenous siRNAs in Tomato
**Source:** Front Plant Sci. 2018 Oct 11;9:1470. doi: 10.3389/fpls.2018.01470
**Supplement:** TABLE S3 — In silico analysis of miRNA targets among the selected gene families, validated by PARE analysis.

Supplementary Table S3. *In silico* analysis of miRNA targets among the selected gene families, validated by PARE analysis.

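The table joins a prediction with a measurement. psRNATarget scored how well each miRNA pairs with each transcript of the chosen gene families and gave the start and end of the site on the gene model. The tick marks the genes for which PARE found 5′ remnants at a site. Of its 94 genes, 49 have a predicted site and 27 carry a tick. The PAREsnp lists hold 28 of the 94 genes. Of the 67 genes without a tick, 23 have a predicted site and 2 are listed, Solyc02g069260 and Solyc10g084340. Solyc02g069260 encodes another AGO protein and is listed under miR403 at position 3260, with a score of 1.5. The table ends its miR403 site at 2127 of the gene model, so the event does not lie at that place. The same end is given for the miR168 site of Solyc06g072300. Whether 2127 holds for Solyc02g069260 could not be checked here. A gene with a site and no event can be uncleaved, too weakly expressed in leaves, or not sampled at this depth.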

Target ID	Presence in PARE library	miRNA family by psRNA Target finder	Target start	Target end	Target Site Location (target/total exons)
Squamosa promoter binding proteins (EPIGT00820000103254)					
Solyc02g077920	✓	miR156	830	849	3' UTR
Solyc04g045560	✓	miR156	788	808	exon 4/4*
Solyc05g012040	✓	miR156	1419	1439	exon 4/5
Solyc05g015510	✓	miR156	2951	2971	exon 4/4
Solyc05g015840	✓	miR156/168	749/614	769/633	exon 3/3
Solyc10g009080	✓	miR156	797	816	3' UTR
Solyc10g078700	✓	miR156	764	784	exon 3/3*
Solyc01g068100		-	-	-	-
Solyc01g080670		miR9472	873	892	exon 2/10
Solyc01g090730		-	-	-	-
Solyc03g114850		miR156	1472	1491	3' UTR
Solyc05g053240		-	-	-	-
Solyc07g053810		-	-	-	-
Solyc07g062980		miR156	439	458	3' UTR
Solyc10g018780		-	-	-	-
Solyc12g038520		miR156	971	991	exon 3/3*
Auxin response factors (EPIGT00850000106226)					
Solyc06g075150	✓	-	-	-	-
Solyc09g007810	✓	miR160	1597	1617	exon 3/4
Solyc11g069500	✓	miR160	1303	1322	exon 2/4
Solyc05g056040		-	-	-	-
Solyc10g086130		miR160	1368	1388	exon 2/2
Solyc11g013480		-	-	-	-
Homeobox-leucine zipper proteins (EPIGT00140000000795)					
Solyc02g024070	✓	miR166	809	828	boundary exons 4-5/18
Solyc03g120910	✓	miR166	849-850	869	boundary exons 4-5/18
Solyc08g066500	✓	miR390	39	58	boundary 5' UTR-exon 1/18
Solyc11g069470	✓	miR166	560-561	580	boundary exons 4-5/18
Solyc12g044410	✓	miR166	548-549	568	boundary exons 4-5/18
Solyc01g057960		-	-	-	-
Solyc02g069830		miR166	619	638	boundary exons 6-7/20
Argonautes (EPIGT00820000103293)					
Solyc03g098280**	✓	miR168	24	43	-
Solyc06g072300	✓	miR168	2107-2108		2127 exon 1/21
Solyc01g008960		-	-	-	-
Solyc01g010970		-	-	-	-
Solyc01g096750		-	-	-	-
Solyc02g069260		miR403	2108	2127	exon 3/3
Solyc02g069270		-	-	-	-
Solyc02g069280		-	-	-	-
Solyc03g111760		-	-	-	-
Solyc06g073530		-	-	-	-
Solyc06g073540		-	-	-	-
Solyc06g074730		-	-	-	-
Solyc07g049500		-	-	-	-
Solyc09g082830		-	-	-	-
Solyc12g006790		-	-	-	-

Nuclear transcription factors (HAP) (EPIGT00140000000465)

Solyc01g006930	✓	miR169	1317	1337	3' UTR
Solyc01g087240	✓	miR169	1160	1180	3' UTR
Solyc08g062210	✓	miR169	1101	1120	3' UTR
Solyc01g008490		miR169	1058	1077	3' UTR
Solyc02g069860		-	-	-	-
Solyc03g121940	✓	miR169	1022	1041	3' UTR
Solyc10g079150		-	-	-	-
Solyc10g081840		-	-	-	-
Solyc11g065700		-	-	-	-
Solyc12g009050		-	-	-	-

Transcription factors (AP, RAP) (EPIGT00850000106232)

Solyc02g064960	✓	miR172	1733-1735	1753-1755	exon 10/10
Solyc02g093150	✓	miR172	1561-1563	1581-1583	exon 10/10
Solyc04g049800	✓	miR172	1106-1108	1126-1128	exon 9/9
Solyc09g007260	✓	miR172	1512-1514	1532-1534	exon 9/9
Solyc11g072600	✓	miR172	1277-1278	1297-1299	exon 9/9*
Solyc03g044300		miR172	1373-1375	1393-1395	exon 9/9
Solyc06g075510		miR172	1511-1513	1531-1533	exon 10/10
Solyc10g084340		miR172	1242	1261-1262	exon 10/10*

Disease resistance proteins (EPIGT00820000103688)

Solyc05g008070	✓	miR6024/miR482	543-544/528	563-564/549	exon 1/2*
Solyc01g017690		-	-	-	-
Solyc01g087200		miR6024/miR482	532-533/516	552-553/536	exon 2/3 / boundary exons 1-2/3
Solyc01g103610		-	-	-	-
Solyc04g007080		-	-	-	-
Solyc04g007090		-	-	-	-
Solyc04g011890		-	-	-	-
Solyc04g011960		-	-	-	-
Solyc04g011980		-	-	-	-
Solyc04g011990		-	-	-	-
Solyc04g012000		-	-	-	-
Solyc04g012010		-	-	-	-
Solyc06g062440		-	-	-	-
Solyc07g005770		-	-	-	-
Solyc07g009180		miR6024	553-554	574	exon 1/1*
Solyc07g009190		-	-	-	-
Solyc07g009200		-	-	-	-
Solyc07g049700		miR482	544	565	exon 1/1*
Solyc08g074250		-	-	-	-
Solyc10g008230		miR6024	511-512	531	exon 1/3*
Solyc10g008240		miR6024	511-512	531-532	exon 1/2*
Solyc10g051050		-	-	-	-
Solyc11g006520		miR6024/<br>miR482	526-527/511	546-547/532	exon 2/3
Solyc11g006530		miR482	526	547	exon 2/4*
Solyc11g006630		miR6024/<br>miR482	547-548/532	567-568/553	exon 2/3
Solyc11g006640		miR6024	547-548	567-568	exon 2/4
Solyc11g020080		-	-	-	-
Solyc11g020100		miR482	520	541	exon 1/3*
Solyc11g069020		miR6024	571-572	591-592	exon 1/1*
Solyc12g017730		-	-	-	-
Solyc12g017800		miR482	526	547	exon 2/4*
Solyc12g017810		-	-	-	-

*unknown UTR

**synonym of NM_001279332.2

# Supplementary material for: A Short Indel-Lacking-Resistance Gene Triggers Silencing of the Photosynthetic Machinery Components Through TYLCSV-Associated Endogenous siRNAs in Tomato
**Source:** Front Plant Sci. 2018 Oct 11;9:1470. doi: 10.3389/fpls.2018.01470
**Supplement:** TABLE S4 — Output of PAREsnp listing 5′ RNA remnants of cDNA targeted by 21-nt-long secondary siRNAs in tomato TYLCSV-infected plant tissues.

Supplementary Table S4. Output of PAREsp listing 5' RNA remnants of cDNA targeted by 21-nt-long secondary siRNAs in tomato TYLCSV-infected plant tissues.

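The table lists cleavage in which the guide is a secondary siRNA instead of a miRNA. Such siRNAs arise when a miRNA-cleaved transcript is copied into double-stranded RNA and diced, and they can act on other transcripts in trans. In each entry the upper strand is the siRNA and the lower strand the target. The short read name gives the transcript from which the siRNA comes, so that each entry links a source gene with a target gene. The category, the p-value and the alignment score have the same meaning as in the miRNA lists. Exceptions are the entries of Solyc12g094620, Solyc03g034220 and Solyc02g089090, whose score column repeats the fragment number in the copy used here. The small RNAs behind the table were first freed of those also found in mock-inoculated plants, so the table can hold only siRNAs of virus-infected plants. The siRNA-guided events are not analysed here. Of the 10 genes of Figure 7A, 5 also stand in the virus-infected miRNA list and 6 in the mock miRNA list, counted at any position. The miRNA lists hold Solyc02g063150 at 506 and 713 and Solyc03g034220 at 482, which are not the positions of their siRNA-guided events in this table. The counts therefore do not tell whether a siRNA-guided event was found in mock-inoculated plants.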

Duplex	Gene	Category	Cleavage Position	P-Value	Fragment Abundance	Alignment Score	Short Read ID
5' TGGTATTGTTGATAGAGTC 3'<br>o oo o	Soly05g056050.2.1 genomic_reference:SL2.50ch05 gene_region:64597539-64599708 transcript_region:SL2.50ch05:64597539..64599708- go_terms:GO:0016020 functional_description:Chlorophyll a-b binding protein 6A chloroplastic (AHRD V1 ***. CB11_SOLL.C)_contains Interpro domain(s)_IPR001344_Chlorophyll A-B binding protein ""	3	729	0.0	3	4.5	>Soly05g008070
3' TACGACTAACCAACATGTGTTT-AGGGTGT 5'							
5' CTGGATGATGCTGGGAGGC 3'<br>o	Soly00g009020.2.1 genomic_reference:SL2.50ch00 gene_region:8742084-8746574 transcript_region:SL2.50ch00:8742084..8746574+ go_terms:GO:0008270,GO:0050897,GO:0005507 functional_description:Mitochondrial ATP synthase (AHRD V1 ***. B6TLY8_MAIZE)""	2	1100	0.03	2	4.5	>Soly02g036270
3' CGGAGAACCTAC-ACAGACCATGTTGATGTA 5'							
5' AGATAGCTGGAGAGTTGCC 3'<br>o o	Soly03g121950.2.1 genomic_reference:SL2.50ch03 gene_region:63997165-64006343 transcript_region:SL2.50ch03:63997165..64006343- functional_description:Ataxin-2 (AHRD V1 *-.. D3BPE8_POLPA)_contains Interpro domain(s)_IPR009604_LsmAD domain ""	4	1688	0.03	1	3.5	>Soly02g036270
3' ATAGTCTGT-GACCTCTACAGCCGGAGTTCA 5'							
5' ATTCTGGAATCGTGGAGATC 3' 	Soly10g077120.1.1 evidence_code:10F1H1E1IEG genomic_reference:SL2.50ch10 gene_region:59320450-59321013 transcript_region:SL2.50ch10:59320450..59321013+ functional_description:Photosystem II core complex proteins psbY (AHRD V1 *-.. B6SR26_MAIZE)""	2	437	0.01	3	4.0	>Soly02g036270
3' CGACT-AAGACGTTAGCACCGCATGATCCATC 5'							
5' GATGGTTGTGATTGCTACAAC 3'<br>o o	Soly09g072750.2.1 genomic_reference:SL2.50ch09 gene_region:60878372-60879115 transcript_region:SL2.50ch09:60878372..60879115- functional_description:Unknown Protein (AHRD V1)""	1	461	0.01	3	4.0	>Soly02g036270
3' CTCGTAGCAACAC-AACGGTGTATTATAGCA 5'							
5' TTAACATTAGAACTCAAGTC 3'<br>o o	Soly03g044150.2.1 genomic_reference:SL2.50ch03 gene_region:12190436-12193226 transcript_region:SL2.50ch03:12190436..12193226- go_terms:GO:0004252 functional_description:Subtilisin-like protease (AHRD V1 ***. A9XG40_TOBAC)_contains Interpro domain(s)_IPR015500_Peptidase S8 subtilisin-related ""	2	2432	0.02	2	4.0	>Soly02g036270
3' TCTGATTGTAAAGCTTTGAGT-CGATAGTCAT 5'							
5' CTGGATGATGCTGGGAGGC 3'<br>o o o	Soly09g005550.2.1 genomic_reference:SL2.50ch09 gene_region:369215-377428 transcript_region:SL2.50ch09:369215..377428- go_terms:GO:0004683 functional_description:Calcium dependent protein kinase 13 (AHRD V1 **** B9IGA3_POPTR)_contains Interpro domain(s)_IPR002290_Serine/threonine protein kinase ""	4	1721	0.04	1	3.5	>Soly02g036270
3' GGGAGAACTATTATACAG-CTCTACGAAAGAG 5'							
5' ACAATTCAAGTCGAGAT-AGCT 3'<br>o o	Soly04g077020.2.1 genomic_reference:SL2.50ch04 gene_region:59583881-59586708 transcript_region:SL2.50ch04:59583881..59586708+ go_terms:GO:0046982,GO:0005200 functional_description:Tubulin alpha-3 chain (AHRD V1 ***. B6SPX4_MAIZE)_contains Interpro domain(s)_IPR002452_Alpha tubulin ""	2	452	0.05	2	4.0	>Soly02g036270
3' ACTATGCTAGGTCGCTCTAGTTGATGAGG 5'							
5' AGATCATGAATTTGCAAGTT 3'<br>o	Soly08g015780.2.1 genomic_reference:SL2.50ch08 gene_region:5497369-5503211 transcript_region:SL2.50ch08:5497369..5503211- functional_description:F-box/ankyrin repeat protein SKIP35 (AHRD V1 ***. SKI35_ARATH)_contains Interpro domain(s)_IPR002110_Ankyrin ""	1	2467	0.03	2	4.5	>Soly05g008070
3' TATGTGTAGT-CTTTATACGTTTAACTCTGA 5'							
5' CATCATGTGCTATTCTTGAT 3'<br>o	Soly09g065910.1.1 evidence_code:10F1H1E1IEG genomic_reference:SL2.50ch09 gene_region:59800474-59800686 transcript_region:SL2.50ch09:59800474..59800686- go_terms:GO:0009523 functional_description:Photosystem II reaction center W protein (AHRD V1 ***. B6TMB3_MAIZE)_contains Interpro domain(s)_IPR009806_Photosystem II protein PsbW class 2 ""	3	67	0.03	3	4.5	>Soly05g008070
3' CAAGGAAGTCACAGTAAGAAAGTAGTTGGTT 5'							
5' ATCGTGAGATCAGTTGCGTT 3'<br>o o o	Soly08g076720.2.1 genomic_reference:SL2.50ch08 gene_region:57827103-57836786 transcript_region:SL2.50ch08:57827103..57836786- go_terms:GO:0010329 functional_description:Uncharacterized ABC transporter ATP-binding protein TM_0288 (AHRD V1 *-.. Y288_THEMA)_contains Interpro domain(s)_IPR003439_ABC transporter-like ""	4	2713	0.02	1	3.5	>Soly02g036270
3' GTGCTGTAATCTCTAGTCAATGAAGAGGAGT 5'							
5' TGAACAGAATTTGGAAGGTT 3'<br>o o	Soly04g078070.2.1 genomic_reference:SL2.50ch04 gene_region:60508246-60511703 transcript_region:SL2.50ch04:60508246..60511703- functional_description:Expressed protein having alternate splicing products (AHRD V1 *-.. Q75KB8_ORYSJ)_contains Interpro domain(s)_IPR015023_Protein of unknown function DUF1909 ""	2	699	0.02	4	4.0	>Soly02g036270
3' TACCAATGTCTTAAATCTTGATCAACCCCT 5'							
5' TGTAAATTTGAAGGCTCTTCT 3'<br>o o o	Soly11g044800.1.1 evidence_code:10F0H1E1IEG genomic_reference:SL2.50ch11 gene_region:36091790-36097197 transcript_region:SL2.50ch11:36091790..36097197+ go_terms:GO:0008081 functional_description:PHP domain-containing protein (AHRD V1 ***. D7L064_ARALY)_contains Interpro domain(s)_IPR003141_Polymerase and histidinol phosphatase N-terminal ""	4	762	0.03	1	3.5	>Soly02g036270
3' GTGTATATTAACTTGTGCG-GAGGAGACATTC 5'							
5' CTGAACAATATA-ATAAGAGAC 3'<br>o	Soly06g073110.2.1 genomic_reference:SL2.50ch06 gene_region:41424260-41431619 transcript_region:SL2.50ch06:41424260..41431619- functional_description:Legume lectin beta domain (AHRD V1 *-.. A2Q3C0_MEDTR)_contains Interpro domain(s)_IPR010341_Protein of unknown function DUF936 plant ""	0	2791	0.02	2	4.5	>Soly05g008070
3' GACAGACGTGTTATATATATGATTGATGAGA 5'							
5' AGTACTGAGGCTTGGGACCAA 3'<br>o o	Soly12g017910.1.1 evidence_code:10F0H1E1IEG genomic_reference:SL2.50ch12 gene_region:7757083-7763435 transcript_region:SL2.50ch12:7757083..7763435- go_terms:GO:0009674 functional_description:Potassium transporter (AHRD V1 **** Q1T722_PHRAU)_contains Interpro domain(s)_IPR018519_Potassium uptake protein kup_IPR003855_K+ potassium transporter ""	4	1593	0.01	1	3.0	>Soly05g008070
3' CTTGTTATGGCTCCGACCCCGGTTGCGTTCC 5'							
5' ATAACCATCAATTC-ATCATTC 3' 	Soly06g072380.2.1 genomic_reference:SL2.50ch06 gene_region:41035937-41046448 transcript_region:SL2.50ch06:41035937..41046448- go_terms:GO:0004371 functional_description:Dihydroxyacetone/glycerone kinase-like protein (AHRD V1 **** Q9LSH1_ARATH)_contains Interpro domain(s)_IPR012734_Dihydroxyacetone kinase ""	4	1013	0.03	1	3.0	>Soly05g008070
3' TCGATATTAGTAGTTAAGTAGTTACCAAC 5'							
5' TGAACAGAATTTGGAAGGTT 3'<br>o o	Soly10g039290.1.1 evidence_code:10F0H1E1IEG genomic_reference:SL2.50ch10 gene_region:20937256-20939892 transcript_region:SL2.50ch10:20937256..20939892- go_terms:GO:0042936 functional_description:Peptide transporter-like protein (AHRD V1 *-.. Q9LSE8_ARATH)_contains Interpro domain(s)_IPR000109_TGF-beta receptor type I/II extracellular region ""	0	1586	0.01	3	4.0	>Soly02g036270
3' GGTATTGTTATTAATATATTC-ACTCCGTT 5'							
5' CGATCTTTGAGTGACAAGAC 3'<br>o o	Soly05g050200.2.1 genomic_reference:SL2.50ch05 gene_region:59394632-59396589 transcript_region:SL2.50ch05:59394632..59396589+ go_terms:GO:0003743 functional_description:Eukaryotic translation initiation factor 1A (AHRD V1 **** Q7Y1V3_ORYSJ)_contains Interpro domain(s)_IPR001253_Translation initiation factor 1A (eIF-1A) ""	2	689	0.01	2	4.0	>Soly05g008070
3' TCTGCTTGAAACT-ACGCTTTTGAGTTAGT 5'							
5' GCCTGAGTGATATGAGGACT 3'<br>o _	Soly08g061610.2.1 genomic_reference:SL2.50ch08 gene_region:46389278-46410833 transcript_region:SL2.50ch08:46389278..46410833- go_terms:GO:0004008 functional_description:Copper-exporting P-type ATPase A (AHRD V1 **** COPA_STAES)_contains Interpro domain(s)_IPR006403_ATPase P type cation/copper-transporter ""	2	1056	0.05	2	4.5	>Soly02g036270
3' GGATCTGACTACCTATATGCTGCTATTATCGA 5'							

Soly07g047670.2.1 genomic_reference:SL2.50ch07 gene_region:56216949-56224432<br>transcript_region:SL2.50ch07:56216949..56224432+ go_terms:GO:0003713<br>functional_description:Pescadillo homolog 1 (AHRD V1 ***- B2RDF2_HUMAN)_contains<br>Interpro domain(s)_IPR010613_Pescadillo N-terminal ""		4	1948	0.03	1	3.5	>Soly05g008070
5' GAATCATCACACGTCTACGAT 3'<br>o oo							
3' ATTATTTTGTATTGTGGATGCTAATCGTTT 5'							
Soly03g005760.1.1 evidence_code:10F0H1E1IEG genomic_reference:SL2.50ch03<br>gene_region:538196-538999 transcript_region:SL2.50ch03:538196..538999-<br>go_terms:GO:0005515,GO:0016168 functional_description:Chlorophyll a-b binding protein 3C-<br>like (AHRD V1 **** Q2XTE0_SOLTU)_contains Interpro domain(s)_IPR001344_Chlorophyll<br>A-B binding protein ""		2	454	0.04	15	4.5	>Soly02g036270
5' TGAA-CAAACCTTGAATCTCTA 3'<br>o							
3' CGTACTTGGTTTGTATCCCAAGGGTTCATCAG 5'							
Soly10g083760.1.1 evidence_code:10F1H1E1IEG genomic_reference:SL2.50ch10<br>gene_region:62837524-62842849 transcript_region:SL2.50ch10:62837524..62842849-<br>go_terms:GO:0008152,GO:0006520,GO:0009097 functional_description:Threonine dehydratase<br>biosynthetic (AHRD V1 ***- D9SD66_9PROT)_contains Interpro<br>domain(s)_IPR000634_Serine/threonine dehydratase pyridoxal-phosphate-binding<br>site_IPR005787_Threonine dehydratase I ""		1	1230	0.0	2	4.0	>Soly05g008070
5' TTGATTGTGATCCACTAAT 3' 							
3' TTTCAAGT-ACAACCGAGGTGATCAATACGA 5'							
Soly06g005360.2.1 genomic_reference:SL2.50ch06 gene_region:372206-374775<br>transcript_region:SL2.50ch06:372206..374775+ go_terms:GO:0051015<br>functional_description:Actin depolymerizing factor 3 (AHRD V1 ****<br>A1XJ46_GOSHI)_contains Interpro domain(s)_IPR002108_Actin-binding cofilin/tropomyosin<br>type ""		2	281	0.04	2	4.5	>Soly02g036270
5' CTTATAATCTTGGATGATGTC 3'<br>o o o							
3' AAACGAAGATTGGAATCTCC-ATAGCCCTGTG 5'							
Soly10g051380.1.1 evidence_code:10F0H1E0IEG genomic_reference:SL2.50ch10<br>gene_region:47515222-47515986 transcript_region:SL2.50ch10:47515222..47515986+<br>go_terms:GO:0008266 functional_description:Glycine-rich RNA-binding protein (AHRD V1<br>**** B2YKT9_TOBAC)_contains Interpro domain(s)_IPR015465_RNA recognition motif<br>glycine rich protein ""		1	368	0.04	2	4.5	>Soly05g008070
5' TTCTCTTATGCACAACTGCCT 3'<br>o oo							
3' GAAGGA-AGACTACGTGGTGGGAGAACTCA 5'							
Soly08g074630.1.1 evidence_code:10F1H1E1IEG genomic_reference:SL2.50ch08<br>gene_region:55921673-55923436 transcript_region:SL2.50ch08:55921673..55923436+<br>go_terms:GO:0008152,GO:0055114 functional_description:Polyphenol oxidase (AHRD V1 ***-<br>Q41428_SOLTU)_contains Interpro domain(s)_IPR016213_Polyphenol oxidase plant ""		4	959	0.05	1	3.5	>Soly05g008070
5' TGGTACCCTATGCATTTTCTT 3'<br>o							
3' AGTTATCA-TGGGTACGGACCAAGACCTAGTC 5'							
Soly11g068820.1.1 evidence_code:10F0H1E1IEG genomic_reference:SL2.50ch11<br>gene_region:50513890-50516507 transcript_region:SL2.50ch11:50513890..50516507-<br>go_terms:GO:0005840 functional_description:50S ribosomal protein L27 (AHRD V1 ***-<br>Q8LEF5_ARATH)_contains Interpro domain(s)_IPR001684_Ribosomal protein L27 ""		4	506	0.01	1	3.0	>Soly02g036270
5' TGTAAATTTGAACGGCTCTTCT 3'<br>o o							
3' TGCAACATTAGACTCTCTGAGA-GAGAAAGCC 5'							
Soly03g006100.2.1 genomic_reference:SL2.50ch03 gene_region:771603-775358<br>transcript_region:SL2.50ch03:771603..775358+ go_terms:GO:0005515,GO:0019199<br>functional_description:Receptor like kinase RLK""		4	2686	0.02	1	3.0	>Soly05g008070
5' AATTCAATGATCTTCTTAGGCA 3'<br>o							
3' CAACCT-AGTACTAGAGAGATCGTAGGGATG 5'							
Soly06g074820.2.1 genomic_reference:SL2.50ch06 gene_region:42747475-42749825<br>transcript_region:SL2.50ch06:42747475..42749825+ go_terms:GO:0015250<br>functional_description:Aquaporin-like protein (AHRD V1 ***- D1M6Z5_CAPAN)_contains<br>Interpro domain(s)_IPR012269_Aquaporin ""		3	444	0.01	2	4.5	>Soly05g008070
5' TCAAG-AAATGAGCAATGATGA 3'<br>o							
3' CTAGGTCCTTGACACGTTACTACATGTTTA 5'							
Soly01g108500.2.1 genomic_reference:SL2.50ch01 gene_region:87565501-87571455<br>transcript_region:SL2.50ch01:87565501..87571455- go_terms:GO:0005515<br>functional_description:Polyadenylate-binding protein (AHRD V1 **- PABP_DROME)_contains<br>Interpro domain(s)_IPR012677_Nucleotide-binding alpha-beta plait ""		0	1606	0.03	11	4.5	>Soly05g008070
5' TCTAATCGTCATAGATGATCT 3'<br>o o o o							
3' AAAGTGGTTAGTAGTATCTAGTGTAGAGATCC 5'							
Soly01g108500.2.1 genomic_reference:SL2.50ch01 gene_region:87565501-87571455<br>transcript_region:SL2.50ch01:87565501..87571455- go_terms:GO:0005515<br>functional_description:Polyadenylate-binding protein (AHRD V1 **- PABP_DROME)_contains<br>Interpro domain(s)_IPR012677_Nucleotide-binding alpha-beta plait ""		2	1605	0.04	5	4.0	>Soly05g008070
5' CTAATCGTCATAGATGATCTT 3'<br>o o o o o							
3' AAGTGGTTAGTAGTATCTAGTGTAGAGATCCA 5'							
Soly08g082020.2.1 genomic_reference:SL2.50ch08 gene_region:62100535-62107680<br>transcript_region:SL2.50ch08:62100535..62107680- go_terms:GO:0015228<br>functional_description:Mitochondrial carrier-like protein (AHRD V1 ***-<br>Q2PYY0_SOLTU)_contains Interpro domain(s)_IPR002067_Mitochondrial carrier protein ""		4	1516	0.0	1	2.0	>Soly05g008070
5' GAAATGAGCAATGATGAATTG 3'<br>o o							
3' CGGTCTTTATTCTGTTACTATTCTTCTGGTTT 5'							
Soly07g039200.2.1 genomic_reference:SL2.50ch07 gene_region:42919344-42923581<br>transcript_region:SL2.50ch07:42919344..42923581+ go_terms:GO:0042393<br>functional_description:Guanine nucleotide-binding protein subunit beta (AHRD V1 *-.*<br>GBB_ARATH)_contains Interpro domain(s)_IPR017986_WD40 repeat		4	525	0.02	1	3.0	>Soly05g008070
5' ACCTCAAGACGATCTGTCTC 3'<br>o o							
3' ATAGTGGGTTCTTCGTTGATATGCCCAAAA 5'							
Soly06g007470.2.1 genomic_reference:SL2.50ch06 gene_region:1479427-1482088<br>transcript_region:SL2.50ch06:1479427..1482088- go_terms:GO:0005840<br>functional_description:40S ribosomal protein S26 (AHRD V1 ***- B6TXN6_MAIZE)_contains<br>Interpro domain(s)_IPR000892_Ribosomal protein S26c ""		4	143	0.05	1	3.5	>Soly02g036270
5' GAAGTTGTCTGGTCACTGTC 3'<br>o							
3' CTAAGTGAAGTGTACGGTG-CAGGTACGAA 5'							
Soly01g108910.2.1 genomic_reference:SL2.50ch01 gene_region:87797493-87799653<br>transcript_region:SL2.50ch01:87797493..87799653- functional_description:COSII_At2g15890<br>(Fragment) (AHRD V1 *-.* C0KFD9_9SOLN)""		1	769	0.02	5	4.5	>Soly02g036270
5' TCATATCCCACTCAGGCTTAAG 3'<br>o							
3' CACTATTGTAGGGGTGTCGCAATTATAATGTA 5'							
Soly05g056070.2.1 genomic_reference:SL2.50ch05 gene_region:64606977-64608378<br>transcript_region:SL2.50ch05:64606977..64608378+ go_terms:GO:0016020<br>functional_description:Chlorophyll a-b binding protein 6A chloroplastic (AHRD V1 ***-<br>CB11_SOLLIC)_contains Interpro domain(s)_IPR001344_Chlorophyll A-B binding protein ""		3	690	0.0	3	4.5	>Soly05g008070
5' TGGTTATTGTGTATAGAAGTC 3'<br>o oo o							
3' TACGACTAACCAACTGTGTTTT-AGGGTGTTT 5'							
Soly04g016590.2.1 genomic_reference:SL2.50ch04 gene_region:7438209-7447119<br>transcript_region:SL2.50ch04:7438209..7447119- functional_description:Unknown Protein<br>(AHRD V1)""		2	516	0.03	2	4.0	>Soly05g008070
5' CGTGTGATGATTCCTTTCTG 3'<br>o o							
3' GCAGGCACACTAGTAAGAAGAGGAAGAAG 5'							
Soly02g063150.2.1 genomic_reference:SL2.50ch02 gene_region:29802717-29803963<br>transcript_region:SL2.50ch02:29802717..29803963+ go_terms:GO:0005515,GO:0005507<br>functional_description:Ribulose biphosphate carboxylase small chain (AHRD V1 ***-<br>Q84QE5_TOBAC)_contains Interpro domain(s)_IPR000894_Ribulose biphosphate carboxylase<br>small chain ""		2	765	0.02	12	3.0	>Soly05g008070
5' ATTCATCATTCGCTCATTTCTT 3'<br>o o							
3' TGGCTAAGTAGTAATAATTAAGAGATTGAA 5'							
Soly06g060400.2.1 genomic_reference:SL2.50ch06 gene_region:34803093-34805179<br>transcript_region:SL2.50ch06:34803093..34805179- go_terms:GO:0005840<br>functional_description:Ribosomal protein L15 (AHRD V1 ***- B9GPA1_POPTRI)_contains<br>Interpro domain(s)_IPR000439_Ribosomal protein L15c ""		2	713	0.0	2	2.0	>Soly05g008070
5' CTGAACAATAATAAGAGAC 3'<br>o o							
3' GTTCAACTGTTTATGTTATCTTTTGAACTT 5'							

Solyc1lg065730.1.1 evidence_code:10F0H1E1IEG genomic_reference:SL2.50ch11<br>gene_region:48394251-48402079 transcript_region:SL2.50ch11:48394251..48402079-<br>go_terms:GO:0003676,GO:0000166 functional_description:Heterogeneous nuclear<br>ribonucleoprotein H1 (AHRD V1 ***- Q6P0V0_DANRE)_contains Interpro<br>domain(s)_IPR000504_RNA recognition motif RNP-1 ""		4	243	0.05	1	3.0	>Solyc05g008070
5' AACAAAT-CAAGAAATGACCAAT 3'<br> 3' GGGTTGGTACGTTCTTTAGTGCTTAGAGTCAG 5'		Solyc04g005540.2.1 genomic_reference:SL2.50ch04 gene_region:355454-361509<br>transcript_region:SL2.50ch04:355454..361509+ go_terms:GO:0006952,GO:0006915<br>functional_description:Cc-nbs-lrr resistance protein""					
5' TGTCTTGACCCATTAAACCTTG 3'<br> 3' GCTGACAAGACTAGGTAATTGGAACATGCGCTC 5'		4	848	0.0	1	2.0	>Solyc02g036270
5' GTTTGTTCAGATCAAGAGCCT 3'<br> 3' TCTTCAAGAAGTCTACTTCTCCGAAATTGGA 5'		Solyc10g011770.2.1 genomic_reference:SL2.50ch10 gene_region:4007667-4016776<br>transcript_region:SL2.50ch10:4007667..4016776+ functional_description:Threonine<br>endopeptidase (AHRD V1 ***- B6TCN7_MAIZE)""					
5' ATCTTTGGAGTACTGAGGCTT 3'<br>o o o o 3' CTACCGAAACTTCGTGGCTC-GAACTAGGAG 5'		1	395	0.01	2	4.0	>Solyc05g008070
5' TGGTTATTGTCTATAGAAAGTC 3'<br>o o o o 3' TACGACTAACCAACATGTGTTTT-AGGGTGTTT 5'		Solyc05g056060.2.1 genomic_reference:SL2.50ch05 gene_region:64601085-64608155<br>transcript_region:SL2.50ch05:64601085..64608155+ functional_description:Ubiquitin-like<br>protein (Fragment) (AHRD V1 *-A6N0B7_ORYSI)_contains Interpro<br>domain(s)_IPR000626_Ubiquitin ""					
5' ATCTGACCAATATAATAAGAG 3'<br>o o 3' AGTTCAC-ACCTGTTATGTTATCTTCTTGAGAAC 5'		3	2276	0.0	3	4.5	>Solyc05g008070
5' CTTGATCTGAACAACTTGGGA 3'<br>o 3' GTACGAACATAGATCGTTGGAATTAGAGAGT 5'		Solyc06g060400.2.1 genomic_reference:SL2.50ch06 gene_region:34803093-34805179<br>transcript_region:SL2.50ch06:34803093..34805179- go_terms:GO:0005840<br>functional_description:Ribosomal protein L15 (AHRD V1 ***- B9GPA1_POPTR)_contains<br>Interpro domain(s)_IPR000439_Ribosomal protein L15c ""					
5' TCTGTACCCATTAACCTTGAA 3'<br>o o 3' TTGTAGGA-TGGATAGTTGGAATTAGAGTGCA 5'		4	715	0.04	1	3.0	>Solyc05g008070
5' TTGACAACTGAACAGAGAT 3'<br> 3' TTCTCACTG-TATTGACGTCTTATAGACTTAC 5'		Solyc01g105030.2.1 genomic_reference:SL2.50ch01 gene_region:85087662-85089049<br>transcript_region:SL2.50ch01:85087662..85089049+ go_terms:GO:0016168<br>functional_description:Chlorophyll a-b binding protein chloroplastic (AHRD V1 ****<br>CB12_PETHY)_contains Interpro domain(s)_IPR001344_Chlorophyll A-B binding protein ""					
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		Solyc08g006500.2.1 genomic_reference:SL2.50ch08 gene_region:1096757-1106781<br>transcript_region:SL2.50ch08:1096757..1106781+ go_terms:GO:0005217,GO:0005515<br>functional_description:Glutamate-gated kainate-type ion channel receptor subunit GluR5 (AHRD<br>V1 **** B9HB97_POPTR)_contains Interpro domain(s)_IPR017103_Ionotropic glutamate-like<br>receptor					
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		Solyc06g010030.2.1 genomic_reference:SL2.50ch06 gene_region:4786764-4792828<br>transcript_region:SL2.50ch06:4786764..4792828+ go_terms:GO:0016021<br>functional_description:MLO-like protein 3 (AHRD V1 ***- C6WE6_VITV1)_contains Interpro<br>domain(s)_IPR004326_Mlo-related protein ""					
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		4	1263	0.03	1	3.0	>Solyc02g036270
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		Solyc07g047850.2.1 genomic_reference:SL2.50ch07 gene_region:56404445-56405833<br>transcript_region:SL2.50ch07:56404445..56405833- go_terms:GO:0016168<br>functional_description:Chlorophyll a-b binding protein 4 chloroplastic (AHRD V1 ****<br>CB24_SOLLC)_contains Interpro domain(s)_IPR001344_Chlorophyll A-B binding protein ""					
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		2	852	0.04	15	4.5	>Solyc02g036270
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		Solyc01g095670.2.1 genomic_reference:SL2.50ch01 gene_region:78628729-78632811<br>transcript_region:SL2.50ch01:78628729..78632811- go_terms:GO:0005515<br>functional_description:Rhodanese-related sulfurtransferase (AHRD V1 ***-<br>A0NUG1_9RHOB)_contains Interpro domain(s)_IPR001763_Rhodanese-like ""					
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		4	878	0.02	1	3.0	>Solyc02g036270
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		Solyc07g007120.2.1 genomic_reference:SL2.50ch07 gene_region:1876090-1882613<br>transcript_region:SL2.50ch07:1876090..1882613+ go_terms:GO:0005515<br>functional_description:Homeobox protein knotted-1-like 3 (AHRD V1 *-A6N0B7_MAIZE)_contains Interpro domain(s)_IPR005541_KNOX2 ""					
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		2	1782	0.04	2	4.5	>Solyc05g008070
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		Solyc09g025270.2.1 genomic_reference:SL2.50ch09 gene_region:19293483-19298869<br>transcript_region:SL2.50ch09:19293483..19298869+ go_terms:GO:0005488,GO:0000151<br>functional_description:U-box domain-containing protein 3 (AHRD V1 ***-<br>PUB3_ARATH)_contains Interpro domain(s)_IPR011989_Armadillo-like helical ""					
5' GTCTGGGAGGCTCTTGATCTG 3'<br>o o 3' ACACGAGTCTCTCCAGAGGTA-ACCTGGGAA 5'		4	2741	0.05	1	4.0	>Solyc05g008070
5' ACTGATGGTGTGATGCTAC 3'<br>o o 3' CGCGCT-ACTAACACACTACTGGTGTGAACCC 5'		Solyc12g094620.1.1 evidence_code:10F0H1E1IEG genomic_reference:SL2.50ch12<br>gene_region:63142846-63144894 transcript_region:SL2.50ch12:63142846..63144894+<br>go_terms:GO:0005514 functional_description:Catalase (AHRD V1 ***-<br>Q2PYW5_SOLTU)_contains Interpro domain(s)_IPR018028_Catalase related subgroup ""					
5' ACTGATGGTGTGATGCTAC 3'<br>o o 3' CGCGCT-ACTAACACACTACTGGTGTGAACCC 5'		2	1120	0.01	30	30.0	>Solyc02g036270
5' TTCCCTTATAGTATCTTGT 3'<br>o o 3' ATGGAAGGTAGTATCA-TAGGACCACTGAACA 5'		Solyc03g034220.2.1 genomic_reference:SL2.50ch03 gene_region:10202373-10205106<br>transcript_region:SL2.50ch03:10202373..10205106+ go_terms:GO:0005515,GO:0005507<br>functional_description:Ribulose biphosphate carboxylase small chain (AHRD V1 ***-<br>A9YTZ7_SOLTU)_contains Interpro domain(s)_IPR000894_Ribulose biphosphate carboxylase<br>small chain ""					
5' TTCCCTTATAGTATCTTGT 3'<br>o o 3' ATGGAAGGTAGTATCA-TAGGACCACTGAACA 5'		2	412	0.01	22	22.0	>Solyc05g008070
5' CATCATCCA-AGATTATAAGGA 3'<br> 3' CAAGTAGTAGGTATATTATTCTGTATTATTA 5'		Solyc02g089090.2.1 genomic_reference:SL2.50ch02 gene_region:45568082-45571263<br>transcript_region:SL2.50ch02:45568082..45571263+ go_terms:GO:0004672<br>functional_description:Pto-like Serine/threonine kinase protein resistance protein					
5' CATCATCCA-AGATTATAAGGA 3'<br> 3' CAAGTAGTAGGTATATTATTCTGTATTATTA 5'		4	2865	0.05	1	1.0	>Solyc02g036270

# Supplementary material for: A Short Indel-Lacking-Resistance Gene Triggers Silencing of the Photosynthetic Machinery Components Through TYLCSV-Associated Endogenous siRNAs in Tomato
**Source:** Front Plant Sci. 2018 Oct 11;9:1470. doi: 10.3389/fpls.2018.01470
**Supplement:** TABLE S5 — Output of PAREsnp listing 5′ RNA remnants of cDNA targeted by 22-nt-long secondary siRNAs in tomato TYLCSV-infected plant tissues.

Supplementary Table S5. Output of PAREsnp listing 5' RNA remnants of cDNA targeted by 22-nt-long secondary siRNAs in tomato TYLCV-infected plant tissues.

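The table holds the events guided by 22-nt siRNAs. The layout is that of the 21-nt table without the alignment score. Some targets stand in both tables at the same position, since a 21-nt and a 22-nt siRNA with the same start pair with the same stretch and predict the same 5′ end. Such entries share their fragments and are not separate cleavage events.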

Duplex	Gene	Category	Cleavage Position	P-Value	Fragment Abundance	Short Read ID
5' TGAACAAGAAATGGTTA-ATGG 3'<br>o oo	Soly05g005560.2.1 genomic_reference:SL2.50ch05 gene_region:402750-405238 transcript_region:SL2.50ch05:402750..405238+ go_terms:GO:0004650 functional_description:BURP domain-containing protein (Fragment) (AHRD V1 *--- C1P144_ARATH)_contains Interpro domain(s)_IPR004873_BURP ""	2	2169	0.03	4	>NM_00127933_AGO1B_12
3' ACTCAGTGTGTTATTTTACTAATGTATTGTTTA 5'						
5' GGAGATTCTGTGTATCGAAGATG 3'<br>o o o oo	Soly02g077740.2.1 genomic_reference:SL2.50ch02 gene_region:37189312-37191744 transcript_region:SL2.50ch02:37189312..37191744- functional_description:OB-fold nucleic acid binding domain containing protein (AHRD V1 ***- B6SHT0_MAIZE)_contains Interpro domain(s)_IPR012340_Nucleic acid-binding	1	704	0.0	2	>Soly05g008070.2.1_296
3' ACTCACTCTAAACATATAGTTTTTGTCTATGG 5'						
5' TTGCA-CTGACGCTGTTGAGGG 3'<br>o	Soly07g064150.2.1 genomic_reference:SL2.50ch07 gene_region:63638382-63639895 transcript_region:SL2.50ch07:63638382..63639895+ go_terms:GO:0005515,GO:0003743 functional_description:Translation initiation factor SU11 (AHRD V1 **** A4QR10_MAGGR)_contains Interpro domain(s)_IPR005874_Eukaryotic translation initiation factor SU11 ""	2	419	0.02	4	>Soly02g036270.2.1_200
3' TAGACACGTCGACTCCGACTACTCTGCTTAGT 5'						
5' AGATAGCTGGAGAGTTGGCCT 3'<br>o o o	Soly03g121950.2.1 genomic_reference:SL2.50ch03 gene_region:63997165-64006343 transcript_region:SL2.50ch03:63997165..64006343- functional_description:Ataxin-2 (AHRD V1 *--- D3BPES_POLPA)_contains Interpro domain(s)_IPR009604_LsmAd domain ""	4	1688	0.0	1	>Soly02g036270.2.1_36
3' ATAGTCTGT-GACCTCTACAGCGGAGTTTCA 5'						
5' AAAGTAACATTGACAACGCGAC 3'<br>o	Soly05g014470.2.1 genomic_reference:SL2.50ch05 gene_region:8322381-8324881 transcript_region:SL2.50ch05:8322381..8324881+ go_terms:GO:0004365 functional_description:Glyceraldehyde 3-phosphate dehydrogenase (AHRD V1 **** Q8LK04_SOLTU)_contains Interpro domain(s)_IPR000173_Glyceraldehyde 3-phosphate dehydrogenase ""	2	840	0.03	4	>Soly02g036270.2.1_82
3' AGAATGTCATTCTAGCTGTGTC-CTCTGTAGT 5'						
5' TGACAACAGTCCATGCTTTCTG 3'<br>o oo	Soly02g069460.2.1 genomic_reference:SL2.50ch02 gene_region:33917839-33919502 transcript_region:SL2.50ch02:33917839..33919502- go_terms:GO:0009538 functional_description:Photosystem I reaction center subunit III (AHRD V1 ***- Q9XQB4_PHAAU)_contains Interpro domain(s)_IPR003666_Photosystem I reaction centre protein PsaF subunit III ""	2	671	0.01	7	>Soly05g008070.2.1_379
3' TAGGTGTGTTGTGAGGACGAAGGTATCAAC 5'						
5' TTTCCAACGTATCATAGCTTAG 3'<br>o	Soly07g005600.2.1 genomic_reference:SL2.50ch07 gene_region:487667-492520 transcript_region:SL2.50ch07:487667..492520- go_terms:GO:0005515,GO:0004888 functional_description:Transmembrane 9 superfamily protein member 4 (AHRD V1 **** B6SXZ2_MAIZE)_contains Interpro domain(s)_IPR004240_Nonspanin (TM9SF) ""	4	1075	0.02	1	>Soly02g036270.2.1_130
3' ACCCAGAGTTGACTAATAT-GAACCTTTACA 5'						
5' TTGTTTCAACAACATCTCGGAG 3'<br>o o o	Soly06g082140.2.1 genomic_reference:SL2.50ch06 gene_region:44340967-44341735 transcript_region:SL2.50ch06:44340967..44341735- go_terms:GO:0005840 functional_description:Unknown Protein (AHRD V1)_contains Interpro domain(s)_IPR007836_Ribosomal protein L41 ""	2	443	0.05	3	>Soly02g036270.2.1_92
3' GGGTGTCAAAGT-TATGTGGAGCCTTTTCTT 5'						
5' TTGGTCCCAAGCCTCACTACTC 3'<br>o o	Soly07g045240.2.1 genomic_reference:SL2.50ch07 gene_region:55694997-55697651 transcript_region:SL2.50ch07:55694997..55697651+ go_terms:GO:0008266 functional_description:RNA-binding protein-like (AHRD V1 *- Q8L779_ARATH)_contains Interpro domain(s)_IPR012677_Nucleotide-binding alpha-beta plait ""	4	521	0.05	1	>Soly05g008070.2.1_235
3' GAAGAACTAGAGTT-GGACTCATGGTAGTAC 5'						
5' TTGTTTCAACAACATCTCGGAG 3'<br>o	Soly06g063370.2.1 genomic_reference:SL2.50ch06 gene_region:36437291-36439451 transcript_region:SL2.50ch06:36437291..36439451- go_terms:GO:0016020 functional_description:Chlorophyll a-b binding protein 1A chloroplastic (AHRD V1 ***- CB2A_PYRPY)_contains Interpro domain(s)_IPR001344_Chlorophyll A-B binding protein ""	3	1077	0.0	3	>Soly02g036270.2.1_92
3' GACCAA-AAAGTGTATGTGCGAGACTTTACATA 5'						
5' GAAGCAGCAGTAGGATTTGGGC 3'<br>o o o	Soly02g085950.2.1 genomic_reference:SL2.50ch02 gene_region:43293286-43294312 transcript_region:SL2.50ch02:43293286..43294312+ go_terms:GO:0005515,GO:0005507 functional_description:Ribulose biphosphate carboxylase small chain (AHRD V1 ***- A9YTZ7_SOLTU)_contains Interpro domain(s)_IPR000894_Ribulose biphosphate carboxylase small chain ""	3	132	0.0	3	>Soly11g069470.1.1_8
3' TCCCTTCTTCGTCA-OCTGAACCTCAGGTCAC 5'						
5' CTGACAGTGACCATGACAATT 3'<br>o o	Soly02g086840.2.1 genomic_reference:SL2.50ch02 gene_region:44022590-44025483 transcript_region:SL2.50ch02:44022590..44025483- go_terms:GO:0005975,GO:0005488 functional_description:Kinesin light chain-like protein (AHRD V1 ***- D2DWB2_PHAAU)_contains Interpro domain(s)_IPR011990_Tetatricopeptide-like helical ""	4	2382	0.05	1	>Soly02g036270.2.1_23
3' ATAAGACTGTACTTTTATTTTGAATGTAA 5'						
5' TTAGAAAAGACACCTCGCGAGG 3'<br>o o o	Soly02g071010.1.1 evidence_code:10F0HIEIIEG genomic_reference:SL2.50ch02 gene_region:35100071-35100868 transcript_region:SL2.50ch02:35100071..35100868+ go_terms:GO:0016168 functional_description:Chlorophyll a/b binding protein (AHRD V1 **** Q41422_SOLTU)_contains Interpro domain(s)_IPR001344_Chlorophyll A-B binding protein ""	3	338	0.0	3	>Soly05g008070.2.1_253
3' CTCGAGTCTTCTGTGTAG-GTTCGTGGT 5'						
5' ATCGTGAGATCAGTTGCGTTC 3'<br>o o o	Soly08g076720.2.1 genomic_reference:SL2.50ch08 gene_region:57827103-57836786 transcript_region:SL2.50ch08:57827103..57836786- go_terms:GO:0010329 functional_description:Uncharacterized ABC transporter ATP-binding protein TM_0288 (AHRD V1 *- Y288_THEMA)_contains Interpro domain(s)_IPR003439_ABC transporter-like ""	4	2713	0.0	1	>Soly02g036270.2.1_45
3' GTGCTCGTATCTCTAGTCAATGGAAGGAGT 5'						
5' TACGCTTTAGGCT-CTGCAAC 3' 	Soly10g081330.1.1 evidence_code:10F0HIEIIEG genomic_reference:SL2.50ch10 gene_region:61752173-61754621 transcript_region:SL2.50ch10:61752173..61754621- go_terms:GO:0003676,GO:0000166 functional_description:Heterogeneous nuclear ribonucleoprotein A3-like protein 2 (AHRD V1 *--- B6TV58_MAIZE)_contains Interpro domain(s)_IPR000504_RNA recognition motif RNP-1 ""	4	446	0.01	1	>Soly02g036270.2.1_121
3' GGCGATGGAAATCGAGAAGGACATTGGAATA 5'						
5' TGACACAGTCCATGCTTTCTG 3'<br>o oo	Soly02g069450.2.1 genomic_reference:SL2.50ch02 gene_region:33915687-33919252 transcript_region:SL2.50ch02:33915687..33919252- go_terms:GO:0009538 functional_description:Photosystem I reaction center subunit III (AHRD V1 ***- Q9XQB4_PHAAU)_contains Interpro domain(s)_IPR003666_Photosystem I reaction centre protein PsaF subunit III ""	2	865	0.0	7	>Soly05g008070.2.1_379
3' TAGGTGTGTTGTGAGGACGAAGGTATCAAC 5'						
5' CAGTTATTGTCAAACTCGGCA 3'<br>o o	Soly02g069450.2.1 genomic_reference:SL2.50ch02 gene_region:33915687-33919252 transcript_region:SL2.50ch02:33915687..33919252- go_terms:GO:0009538 functional_description:Photosystem I reaction center subunit III (AHRD V1 ***- Q9XQB4_PHAAU)_contains Interpro domain(s)_IPR003666_Photosystem I reaction centre protein PsaF subunit III ""	2	1752	0.0	18	>Soly02g036270.2.1_176
3' AGTGGTAGTGATGATTTACAC-CGTGAGTA 5'

# Supplementary material for: A Short Indel-Lacking-Resistance Gene Triggers Silencing of the Photosynthetic Machinery Components Through TYLCSV-Associated Endogenous siRNAs in Tomato
**Source:** Front Plant Sci. 2018 Oct 11;9:1470. doi: 10.3389/fpls.2018.01470
**Supplement:** TABLE S6 — Oligonucleotides used for quantitative reverse transcription PCR experiments of selected transcripts in TYLCSV-infected vs. mock-inoculated tissues.

Supplementary Table S6. Oligonucleotides used for quantitative reverse transcription PCR experiments of selected transcripts in TYLCSV-infected vs. mock-inoculated tissues.

**Transcript ID**	**Primer forward (5'-3')**	**Primer reverse (5'-3')**
**UBC (SGN-U582847)**	ACCTGATGATCCACAAGATGC	GCAGCAAGTGTGGATGTTTTT
**Solyc02g063150**<br>**Solyc03g034220**	TGAGACTGAGCACGGATTTGT	AGTGCACCCAAACATAGGCA
**Solyc05g056050**<br>**Solyc05g056070**	TGGTCGTCTTGCATTGTTGG	ATGTTGTTGTGCCATGGGTC
**Solyc09g065910**	CAAGCATGTCAAGCCCAAGTA	GATTGTTGCTGAGTCCAAATGG

How the deposited data were processed for this re-analysis (not part of the article)

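The experiment compared leaves of tomato plants infected with TYLCSV with leaves of mock-inoculated plants. The deposited measurements used here are the PAREsnp lists of 1 PARE library per condition. Which list belongs to which library was taken from the names of the deposited workbooks. Each list holds duplexes of a small RNA and a transcript of the ITAG release 2.4 with the position at which a 5′ remnant begins. The authors converted the reads, removed adaptors and selected lengths with the FASTX toolkit, with 20 to 21 nt for PARE reads and 16 to 26 nt for small RNAs, took miRNAs from miRBase release 21 with miRProf and ran PAREsnp on the cDNA set. Of the small RNA data, only the abundances printed in the lists and those of the paper's Table S2 were used. The mRNA reads and the siRNA-guided lists were not used here.

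The units are those of PAREsnp. Categories from 0 to 4 are classes, positions are in nt from the start of the gene model, and fragment numbers are whole fragments of the virus-infected library. The weighted fragment number is divided by the number of transcripts that a fragment matches, and its value in ppm is the authors' normalization. The alignment score of the virus-infected list is the score the authors deposited. The small RNA abundance of the mock list is the whole part of the authors' ppm value, deposited without its decimals. It was treated as a score without a scale and used only to see which small RNAs the mock search contained. The mock list lost its separators at full stops and with them the fragment numbers, the p-values and the whole part of the alignment score. The names of small RNAs in the virus-infected list carry a label of combination, and whether the small RNAs of both conditions were pooled for that search is not known. Their abundances were proportional, within 5%, to the virus-infected column of the paper's Table S2 for 18 of 22 sequences. The virus-infected list was split at a letter and was joined again before reading. The number of per-sample value columns not used is 0. Genome positions are those of SL2.50 printed in the descriptions, and no genome sequence was used.

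Alignment scores were recomputed for both lists with a penalty of 1 for each mismatch or gap and 0.5 for each G:U pair. The recomputed score equalled the deposited score in 641 of 645 entries of the virus-infected list and had the deposited decimal digit in all 466 mock entries that hold one. For the 285 duplexes in both lists the digit was the same. Category 4 and a fragment number of 1 coincided in every entry of the virus-infected list (247 entries), so a minimum of 2 fragments was applied to the mock list as categories 0 to 3.

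Entries were collapsed to gene model and position. A Table 1 gene counted as listed when an event was explained by the miRNA family that Table 1 gives. Shares have exact Clopper-Pearson intervals and fragment numbers exact Poisson intervals, at a confidence level of 95%. They cover counting error only. Counts of events were compared with Fisher's exact test and an exact McNemar test, and scores with a permutation test on the median (100000 resamples), all two-sided. Where events share fragments, the tests on events with 1 fragment in the virus-infected list, the McNemar tests and the test on scores were also run with each set of shared fragments counted once. Tests on numbers of genes were not, since the mock list does not tell which genes share fragments. A set holds events with the same fragment number, number of transcripts and miRNA families whose target windows differ at no more than 8 bases, and the 181 events make up 155 sets. These tests compare events of the libraries or of 1 library, not the conditions, because each condition has 1 library. The virus-infected library holds 655242 fragments by the authors' own scale, and the small RNAs given to PAREsnp come to 2278965 reads. Fragments over all events of the virus-infected list, each divided by its transcripts, sum to 556. The depth of the mock library is not known.

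Gene lists were written before the data were examined, from keywords in the gene descriptions and from the groups of Supplementary Table S3. They cover SPL, ARF, HD-ZIPIII, AGO, HAP, AP/RAP, NBS–LRR, photosynthesis, RNA silencing, NAC, MYB, TCP, GRF, GRAS, auxin receptor F-box, copper protein, ribosomal protein, cytoskeleton and defence-related genes. The descriptions in the mock list are shorter, so a member found only in the mock list can be missed by a keyword. The rule for naming genes was also set then. It covers every gene of Table 1, every gene that the paper names in its text, Table 2 or Figure 7A, every listed gene of the RNA silencing and NBS–LRR lists, the 10 genes with the most fragments among category 0 to 2 events per library and for shared sites, and the 3 genes with the most fragments of each other list. Values in the paper's tables were seen before the rule was written. The part of the rule that ranks genes by fragments could not be applied to the mock list. In all, 80 genes met the rule.

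Reading, counting and intervals were tested on simulated lists in both deposited layouts. All 200 simulated genes were recovered, as were the 60 placed in both lists. Exact Poisson intervals held the true mean in 95.9% of 2000 draws and Clopper-Pearson intervals held the true share in 97.3%.

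Alternatives were the category limit, a p-value limit of 0.01, a minimum of 2 fragments, a score limit of 3, the definition of a shared event and the small RNAs that count, and, chosen after the data were seen, a change of 2 members of the photosynthesis list. The planned ratio of fragment numbers at shared sites and the planned scaling to the mock depth were not computed, because both need fragment numbers in the mock list. Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and the plot matplotlib 3.10.9.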

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

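The tests of explanations in this part, repeats with other settings included, were chosen only after the result was seen.

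The paper discusses chosen genes, and the virus-infected list also holds events with many fragments on other genes, some of them in the same families. An event was taken up here when the paper does not discuss it and the lower bound of its exact Poisson interval exceeded 3 fragments, the limit that a count of 0 allows. At least 8 fragments are needed for this. There were 10 such events in 8 genes, and 7 of the events were also in the mock list at the same position. Several fall on transcripts with known miRNA partners. The GRAS gene Solyc01g090950 had 27 fragments at position 1578 under miR171 (17.8 to 39.3), with category 0 in both libraries. The auxin response factor genes Solyc02g037530 at position 2291 and Solyc03g031970 at position 2294 had the same 22 fragments under miR167 (13.8 to 33.3), shared over 2 transcripts. Genes of the silencing machinery are among them. Solyc02g069260, described as an AGO gene, had 34 fragments at position 3260 under miR403 (23.5 to 47.5), with category 0 in both libraries. Solyc04g014870, an RNA-dependent RNA polymerase gene, had 27 fragments at position 3665 under miR9471, with a score of 4.5 and an authors' p of 0.02. The only small RNA that explains this event had 1 read in the virus-infected list.

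The other events lie on photosynthesis and metallothionein transcripts. Solyc06g054260, which encodes a photosystem I subunit, had 37 fragments at position 531 under miR166 (26.1 to 51.0), with a score of 3.5, an authors' p of 0.06 and category 2 in both libraries. The chlorophyll a/b binding protein gene Solyc02g071030 had 11 fragments at position 272 under miR6026 and 11 at position 574 under miR167 (5.49 to 19.7 each). Each event was explained by 1 small RNA, with 5 reads at position 272 and 2 at position 574. Both events were in category 3, matched 4 and 5 transcripts and were not in the mock list at these positions on this gene. Another chlorophyll a/b binding protein gene, Solyc02g070970, has the same small RNA and the same stretch of transcript at position 574. It was in both lists there with category 3, and its 2 fragments in the virus-infected library match 1 transcript. The metallothionein gene Solyc09g010800 had 21 fragments at position 214 under miR398 (13.0 to 32.1), also in the mock list, and 13 at position 215 (6.92 to 22.2), not in the mock list. The event at position 215 was explained by 1 small RNA with 3 reads.

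Photosynthesis genes under miRNAs were weighed as a pattern. Listed photosynthesis genes numbered 16 in the virus-infected library (9.52%, exact interval 5.54 to 15.0%) and 21 in the mock library (17.6%, 11.3 to 25.7%), with 13 in both, but 7 in each library with categories 0 to 2 and 6 in the virus-infected library with a p-value of at most 0.01. Their events in virus-infected plants paired more poorly, with a median score of 4 (24 events) against 3 for the other events outside Table 1 (132 events; permutation test, two-sided, p = 0.00784); 9 of the 24 share fragments with another of them, and with each set of fragments counted once the medians were 4 (19 sets) and 3.25 (114 sets; permutation p = 0.00818). The test did not take the category into account. Events in category 3 scored 4 or 4.5 also outside photosynthesis, as on Solyc04g058100 and Solyc10g055800 (4.5 each). The scores therefore cannot decide between chance pairing with decay products of abundant transcripts and cleavage at single positions. Transcript abundance was not used here. Among genes of the virus-infected list alone 3 of 104 (2.88%) were photosynthesis genes, against 8 of 55 (14.5%) of the mock list alone (Fisher's exact test, two-sided, p = 0.00897), but with categories 0 to 2 they were 2 of 42 and 2 of 27 (exact p = 0.641), and with 1 library per condition an effect of infection cannot be told apart from a difference between these libraries in depth or RNA.

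The keywords took in Solyc01g104400, a blue copper protein gene with a plastocyanin-like domain, and missed Solyc10g086580, described as a RuBisCO activase gene and listed in the mock library only. With the latter in place of the former, a change chosen after the values were seen, photosynthesis genes numbered 15 in the virus-infected library and 21 in the mock library. The median scores were then 4 (23 events) and 3 (133 events; permutation test, p = 0.0147), and the genes of a single list 3 of 104 and 9 of 55 (Fisher's exact test, p = 0.00373).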

How the results depend on the processing

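No test in this part was chosen after the result was seen, apart from a change of 2 members of the photosynthesis list, with which its genes numbered 15 and 21 against 16 and 21. For 10 results 41 alternatives set beforehand were computed, of which 25 stayed within 1.5 times the reported count and 16 did not, all 16 of them lower. Each of these 16 removes entries by construction.

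Genes of the virus-infected library fell from 168 to 98 with categories 0 to 3, 86 with categories 0 to 2, 92 with a p-value of at most 0.01, 98 with at least 2 fragments and 95 with a score of at most 3. Genes of the mock library fell from 119 to 71 with categories 0 to 2 and 61 with a score of at most 3. Table 1 genes of the virus-infected library alone fell from 8 to 1 with categories 0 to 3, to 1 with categories 0 to 2 and to 1 with at least 2 fragments, and those of the mock library alone fell from 1 to 0 under the same 3 alternatives. Photosynthesis genes fell from 16 to 7 with categories 0 to 2 and 6 with a p-value of at most 0.01 in the virus-infected library, and from 21 to 7 with categories 0 to 2 in the mock library.

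Table 1 genes in both libraries numbered 17 under all 6 of their alternatives. Genes in both libraries ranged from 44 to 61, against 64, and NBS–LRR genes from 6 to 8 in the virus-infected and stayed at 7 in the mock library, against 8 in each.

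The p-value limit could not be applied to the mock library, and 2 planned results that need its fragment numbers could not be computed, so 12 alternatives gave no value. What depth limits could not be measured, since the depth of the mock library is not known. No paired analysis was possible because each condition has 1 library.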

Differences from the paper's values

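The comparison of small RNA abundances was chosen after the values were seen, and the other comparisons of this part were planned. Small RNA abundances deposited with the virus-infected list were set beside the values of the paper's Table S2, in the copy of that table used here. The scales differ by a constant factor of 2.40, and on the table's scale 18 of 22 sequences fell within 5% of the paper's values. A further 11 sequences were left out, because their length in the copy is not the size that the table states. For TTGACAGAAGATAGAGAGCAC the value here is 1218 and the paper's value is 609.22. For TTTTAGCAAGAGTTGTTTTAC the value here is 1.28 and the paper's value is 118.84. For the 22-nt TTTTAGCAAGAGTTGTTTTACC the value here is 86.2 and the paper's value is 1.28. A related sequence, TTTAGCAAGAGTTGTTTTACC, has 119 here and 86.25 in the paper, less than 1.5 times apart. On the table's scale the 3 values here for these miR6024 sequences are the paper's 3 values in another order. None of the alternatives set before the data were examined applies to these abundances, so none has a value that differs or does not.

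For the genes of Table 1 in the virus-infected library alone the count is 8 and the paper's value is 9. The gene that differs is sly-AGO1b (Solyc03g098280), which neither list holds. The paper states no category or score limit for Table 1. With a score limit of 3, or with any small RNA counted, the count stays at 8. With categories 0 to 3, with categories 0 to 2 and with at least 2 fragments it is 1, more than 1.5 times below the paper's value, and the count of the mock library alone is then 0 against the paper's 1. The 17 genes in both libraries equal the paper's 17 under every alternative, and the position on Solyc05g008070 equals the paper's 555.

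The paper places sly-AGO1b among the genes cleaved in virus-infected plants. Its evidence is 5′-RACE and PARE reads aligned to the NCBI transcript (Figure 2), neither of which was used here. The gene model Solyc03g098280 is in neither list, and sly-AGO1a is in both. Of the 27 genes, 26 are listed here, with the same status as in the paper's Table 1. For the pairs of miR160, miR166, miR172 and miR6024 the paper describes the paralog with the insertion as never cleaved. In the pairs of miR160, miR166 and miR6024 that paralog is in neither list, and in the miR172 pair Solyc10g084340 is in the mock list with category 1. Supplementary Table S3 leaves Solyc02g069260 without a tick, and it is listed in both libraries under miR403, with 34 fragments in the virus-infected library. The event lies at position 3260. The site end that the table gives, 2127, lies elsewhere and could not be checked here. The paper reports 25 of the 27 genes as shared between PARE and psRNATarget, and 24 of the 26 listed genes were found here. Supplementary Table S3 also predicts a miR168 site in Solyc03g098280, which neither list holds.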

Other observations

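The tests of explanations in this part were chosen only after the result was seen, as was the comparison of defence-related genes; the gene lists themselves were fixed earlier.

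Few fragments sampled per site are a candidate explanation for the Table 1 genes of the virus-infected library alone, since outside Table 1 events with 1 fragment made up 55 of 108 events of that list alone (50.9%) and 14 of 48 shared events (29.2%; Fisher's exact test, two-sided, p = 0.0144, or 0.0202 with each set of shared fragments counted once). In the mock library category 4 made up 32 of 71 events of that list alone (45.1%) and 9 of 48 shared events (18.8%; the same exact test, p = 0.00330), where the list does not tell which events share fragments. A small RNA absent from the input of the mock search was weighed next. Genes with no explaining small RNA in the mock list or in the mock column of the paper's Table S2 number 0 of 8. For 6 genes at least 1 explaining small RNA is in the mock list, which argues against this cause for them. For 2, Solyc05g008070 and Solyc09g007260, the evidence is Table S2 alone. That table does not show what the mock search was given, so these 2 stay undecided. A difference in depth between the libraries cannot be told apart, as a shallower mock library could give its tied maxima at shared sites (12 in the mock library alone against 2 in the virus-infected library alone, exact McNemar test, p = 0.0129, but 9 against 2 and p = 0.0654 with each set of shared fragments counted once) and would also raise category 4, which stood at 3 against 8 (exact p = 0.227). Cleavage confined to virus-infected tissue stays open too, as the most fragments of any of the 8 genes, 2, give an exact binomial p of 0.5 against 0 at equal depth.

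Over the 65 shared events the category was the same in 36, stronger in the mock library in 16 and stronger in the virus-infected library in 13.

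For Table 1 genes in both libraries, fragments shared between paralogs were weighed. In 5 of the 17 genes (29.4%) the fragments match more than 1 transcript, so cleavage of a single paralog may stand behind several listed genes. No biological explanation was tested for this pattern. Over all genes, 46 events in 40 genes have such fragments.

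Genes of the RNA silencing list numbered 4 in the virus-infected and 3 in the mock library, with 3 in both. Besides those described elsewhere, Solyc10g005130, described as ribonuclease 3-like, had 2 fragments at position 3259 under miR162 in the virus-infected library. SPL genes numbered 6, 5 and 4 in the virus-infected library, the mock library and both, HD-ZIPIII genes 5, 3 and 3, AGO genes 2, 2 and 2, and HAP genes 4, 3 and 3. Copper protein genes numbered 3, 2 and 2, ribosomal protein genes 4, 4 and 1, and cytoskeleton genes 2, 1 and 1.

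Defence-related genes numbered 9 in the virus-infected library and 2 in the mock library, with 0 in both. The list takes in aquaporins, and the 2 genes of the mock library, Solyc03g120470 and Solyc06g074820, are described as such (named after the counts were seen). The shares among genes of a single list, 9 of 104 (8.65%) and 2 of 55 (3.64%), did not pass Fisher's exact test (two-sided, p = 0.332). The chitinase genes Solyc10g055800, Solyc10g055810 and Solyc10g074390 share the same 5 fragments in the virus-infected library, which match 7 transcripts, so 3 of the 9 genes rest on 1 set of fragments. Another 2 of the 9, Solyc01g005720 and Solyc01g005760, named after their values were seen, share 1 fragment. Photosynthesis genes made up 13 of 64 genes in both lists (20.3%) and 11 of 159 genes in a single list (6.92%; Fisher's exact test, p = 0.00711). This test counted genes that share fragments separately, as Solyc02g069450 and Solyc02g069460 do. It also counted Solyc02g071030 in both lists, although its positions differ between them. The test was not repeated with categories 0 to 2.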
